# Argonaute 2 drives miR-145-5p-dependent gene expression program in breast cancer cells

**DOI:** 10.1038/s41419-018-1267-5

**Published:** 2019-01-08

**Authors:** Teresa Bellissimo, Claudia Tito, Federica Ganci, Andrea Sacconi, Silvia Masciarelli, Giuseppe Di Martino, Natale Porta, Mirko Cirenza, Melissa Sorci, Luciana De Angelis, Paolo Rosa, Antonella Calogero, Alessandro Fatica, Vincenzo Petrozza, Giulia Fontemaggi, Giovanni Blandino, Francesco Fazi

## Abstract

To perform their regulatory functions, microRNAs (miRNAs) must assemble with any of the four mammalian Argonaute (Ago) family of proteins, Ago1–4, into an effector complex known as the RNA-induced silencing complex (RISC). While the mature miRNA guides the RISC complex to its target mRNA, the Ago protein represses mRNA translation. The specific roles of the various Ago members in mediating miRNAs activity, however, haven’t been clearly established. In this study, we investigated the contribution of Ago2, the only human Ago protein endowed with nuclease activity, to the function of tumor-suppressor miR-145-5p in breast cancer (BC). We show that miR-145-5p and Ago2 protein are concomitantly downregulated in BC tissues and that restoration of miR-145-5p expression in BC cells leads to Ago2 protein induction through the loosening of Ago2 mRNA translational repression. Functionally, miR-145-5p exerts its inhibitory activity on cell migration only in presence of Ago2, while, upon Ago2 depletion, we observed increased miR-145/Ago1 complex and enhanced cell motility. Profiling by microarray of miR-145-5p target mRNAs, in BC cells depleted or not of Ago2, revealed that miR-145-5p drives Ago2-dependent and -independent activities. Our results highlight that the Ago2 protein in cancer cells strictly dictates miR-145-5p tumor suppressor activity.

## Introduction

MicroRNAs (miRNAs) are small non-coding RNAs able to regulate gene expression at post-transcriptional level. They control cell fate decision in several developmental programs and their deregulation has been associated with tumor progression^1^. It has been extensively demonstrated that miRNAs may behave as oncogenes or tumor suppressors; indeed, their altered expression during tumorigenesis can promote or inhibit cancer progression. MiRNAs are considered a relevant hallmark of cancer and their clinical use to assess patient outcome, to monitor progression and also for therapeutic purpose in cancer, is rapidly emerging^1^.

To perform their regulatory functions, miRNAs must assemble with any of the four mammalian Argonaute (Ago) family of proteins, Ago1–4, into an effector complex known as the RNA-induced silencing complex (RISC)^2^. The miRNAs loaded in the RISC complex usually function as negative regulators of gene expression, mainly by targeting the 3’-untranslated region (UTR) of their target mRNAs. In general, while the mature miRNA guides the RISC complex to its target mRNA, the Ago protein complex represses mRNA translation or induces deadenylation-dependent mRNA decay, leading to silencing of gene expression^2–4^. Of note, despite a remarkable homology that extends to the PIWI domains among all four human Ago proteins, Argonaute2 (Ago2) is the only human Ago protein endowed with nuclease activity^5–11^.

As for miRNAs, also Ago2 deregulation has been linked to cancer progression and treatment^12–14^. A number of studies have shown Ago2 modulation also in breast carcinoma, providing contradictory results. For example Kwon et al.^15^ and Blenkiron et al.^16^ showed, respectively, down- and up-regulation of Ago2 mRNA in BC. With concern to Ago2 function, Ago2 has been related to miRNA-dependent tumor suppression as well as to pro-tumoral functions, and the level of expression of specific miRNAs may be an important determinant for Ago2 function^17^.

MiR-145-5p represents one of the miRNAs with tumor suppressor function that is highly expressed in normal tissues and downregulated in several human cancers, including colorectal and breast cancer^18^. miR-145-5p is located at chromosome 5q33.1 and is usually transcribed in a bicistronic primary transcript with miR-143. The epigenetic silencing of this region or the deletion of this well known fragile site are common events linked to cancer phenotype^19–21^. Of note, the downregulation of miR-145-5p expression is associated to the deregulation of several biological processes, such as cell proliferation, cell migration, invasiveness, and chemoresistance^18–21^. In lung cancer, for example, the restoration of miR-145-5p expression reduces cell proliferation and tumor growth targeting both EGFR and NUDT1^22^. miR-145-5p expression is consistently downregulated also in prostate cancer, and its ectopic expression in prostate cancer cells inhibits cancer cell migration and invasion by targeting GOLM-1 (Golgi membrane protein-1) mRNA^23^. GOLM-1 protein expression has been reported to be highly upregulated in cancer tissues and high GOLM-1 expression has been related to poor outcome. In breast cancer, miR-145-5p is strongly downregulated in cancer tissues compared to normal samples^24^. Interestingly, the expression of this miRNA has been found to inversely correlate with the expression of two proteins, JAM-A and FASCIN, in breast cancer cell lines^25^. Restoration of miR-145-5p expression in MDA-MB-231, MCF-7, MDA-MB-468 breast cancer cell lines resulted in strong reduction of cell motility and invasion, demonstrating the important role of this miRNA in suppressing tumor dissemination^25^. miR-145-5p also impacts on drug response, by post-transcriptional regulation of specific pharmacogenomic-related genes, as MRP1 (multidrug resistance (MDR)-associated protein 1, also known as ABCC1), the most important human ABC transporter involved in drug disposition and in multi-drug resistance (MDR)^26^. The contribution of miR-145-5p to tumor initiation and progression is however still debated as this miRNA has been recently described also as a non-cell autonomous oncogenic factor rather than a tumor suppressor^27^. We wondered whether Ago2 activity influenced the tumor suppressor/oncogenic function of miR-145-5p in breast cancer cells. We also explored if decreased Ago2 level favored the formation of alternative complexes with other Argonaute family members.

## Results

### miR-145-5p specifically upregulates Ago2 expression

As mentioned, downregulation of tumor suppressor miR-145-5p is a frequent event in human tumors, included breast cancer, and leads to the increased expression of its target mRNAs. For example, Thymic Epithelial Tumors show downregulated miR-145-5p and increased expression of its motility-related target genes Golm-1, EGFR and CDH2; moreover, in breast cancer miR-145 exogenous expression was shown to promote the inhibition of cell growth and the induction of apoptosis by targeting the Rho-effector rhotekin (RTKN)^18,21^. Also Ago2, crucial mediator of miRNAs activity, has been reported to be modulated in breast cancer^15^, despite contradictory results have been obtained regarding the kind of modulation (up- or down-regulated depending on the considered study) and the functional output of such modulation.

Aiming to investigate the contribution of Ago2 to miR-145-5p function in breast cancer, we first evaluated their expression in BC tissues. We confirmed that miR-145-5p expression is reduced in breast cancer compared to normal tissues in the TGCA breast cancer dataset (Fig. 1a) and in a small group of matched FFPE (Formalin-Fixed, Paraffin-Embedded) primary triple-negative BC and normal adjacent tissues (Fig. 1b).

**Fig. 1:**
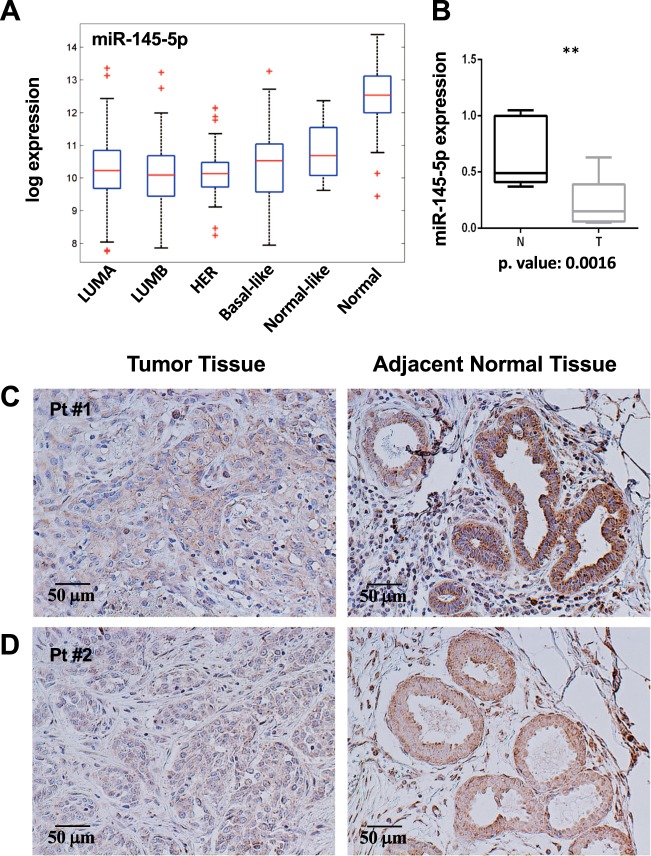
The loss of Ago2 expression correlates with miR-145-5p downregulation in breast cancer FFPE tumor samples. **a** Box plot showing the miR-145-5p expression in the various intrinsic subtypes of breast cancer tissues relative to normal tissues by using TGCA data; Clinical information of breast cancer patients and normalized TCGA miRNAseq data were obtained from http://gdac.broadinstitute.org/ (doi. 10.7908/C11G0KM9) and from Genomic Data Commons Data Portal (https://cancergenome.nih.gov/). Deregulation among different subgroups of samples was assessed by one way Anova test and two-sided *t*-test. **b** Box plot showing the modulation of miR-145-5p expression in 11 matched triple negative tumor tissues vs normal samples; **c**, **d** Immunohistochemistry for Ago2 in slides from 2 representative patients (Pt) with relative scale bars

Using this small group of tumors and normal adjacent counterparts we then evaluated by IHC the expression of Ago2 protein. We observed that miR-145-5p downregulation was accompanied by a reduction also of Ago2 protein level in tumor tissues compared to the normal counterparts (Fig. 1c, d). In normal tissues, presenting organized tissue morphology, Ago2 mainly localized in the epithelial cells of glandular ducts (Fig. 1c, d).

On the basis of the downregulation observed for both miR-145-5p and Ago2 in BC, we moved to breast cancer cell lines, to evaluate whether modulation of miR-145-5p levels had any effect on Ago2 expression. Ago2 protein levels have been indeed reported to depend on miRNAs overall expression^28,29^. Ectopic expression of miR-145-5p in a panel of breast cancer cell lines (MDA-MB-231, MCF7, SKBR3, MDA-MB-468) induced a consistent increase of Ago2 protein, compared to control miRNA (CTR) (Fig. 2a, b). Interestingly, a similar effect was also observed in additional non-breast carcinoma cell lines (Fig. 2a, b). Differently from what observed for Ago2, we did not observe a pervasive modulation of Ago1 protein in the analyzed cell lines (Fig. 2a–c).

**Fig. 2:**
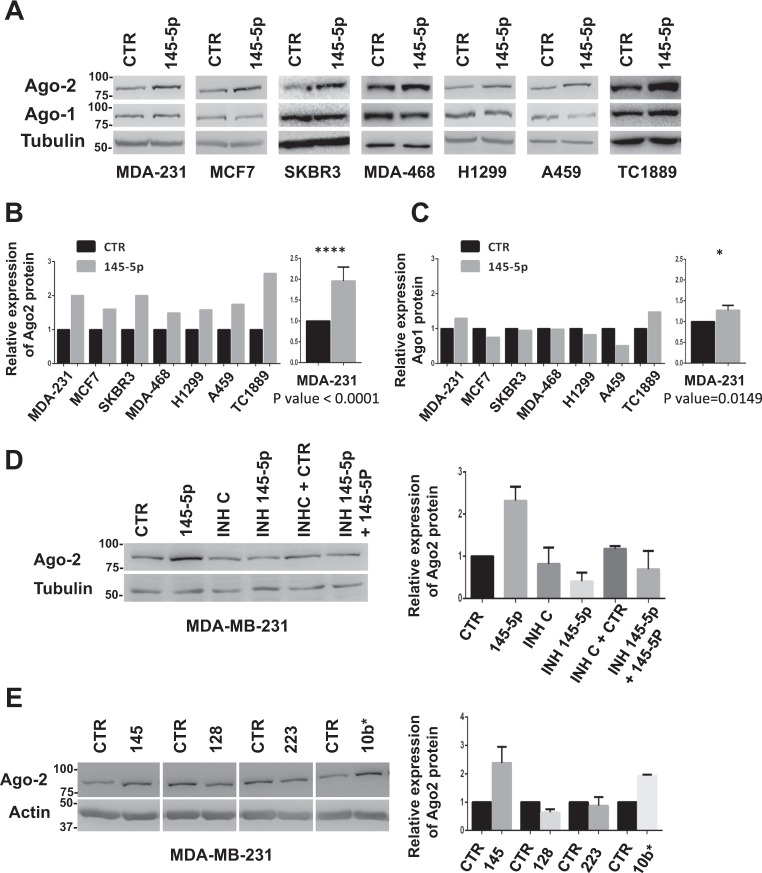
miR-145-5p regulates Ago2 expression. **a** Western blot analysis of Ago2 and Ago1 proteins from whole cell lysates of MDA-MB-231, MCF7, SKBR3, MDA-MB-468, H1299, A459 and TC1889, after 48 h of miR-145-5p ectopic expression; **b, c** Graphs representing Ago2 (**b**) and Ago1 (**c**) protein expression obtained by densitometry of Western blots shown in **a** and normalized over tubulin signals; analysis of MDA-MB-231 (right graphs) derives from three biological replicates. *P*-values were calculated by two-tailed *t*-test. **d** Western blot analysis of Ago2 protein from whole cell lysates of MDA-MB-231 transfected for 48 h with miR-145-5p or the relative control mimic, the inhibitor of miR-145-5p (INH-145) or negative control (INH-C) or transfected with both the control mimic and the negative inhibitor (CTR + INH-C) or both miR-145-5p and the inhibitor of miR-145-5p (INH-145); histogram (right) shows the densitometric analysis of Ago2 levels relative to Tubulin expression; data are presented as mean ± SEM from two biological replicates. **e** Western blot image (left) and densitometric analysis (right) of Ago2 protein after 48 h of miR-145-5p, miR-128, miR-223, miR-10b* overexpression; data are presented as mean  ± EM from two biological replicates

Analysis of mRNA levels evidenced that miR-145-5p doesn’t affect Ago1 nor Ago2 mRNA expression (Supplementary Figure 1A–B), except in the MDA-MB-231 cell line where Ago2 transcript is induced (Supplementary Figure 1A). These results suggest that miR-145-5p could affect Ago2 expression mainly through post-transcriptional mechanisms.

In agreement, the transfection of miR-145-5p inhibitor oligonucleotide in Hs578T breast cancer cells, expressing high level of miR-145-5p (Supplementary Figure 1C), led to a decrease of Ago2 protein level compared to control inhibitor (Supplementary Figure 1D–E).

To further confirm the specificity of the effect observed on Ago2 protein levels, we evaluated the ability of miR-145-5p inhibitor oligonucleotide to counteract miR-145-5p-dependent Ago2 induction. As shown in Fig. 2d, Western blot and relative densitometry evidenced that miR-145-5p inhibitor oligonucleotide impaired the ability of miR-145-5p to induce Ago2 expression.

To evaluate if any miRNA caused Ago2 induction, we transfected MDA-MB-231 cells with a panel of mimic miRNAs (miR-145, miR-128, miR-223, and miR-10b*) and the relative controls. By Western blot we evidenced that only miR-145-5p and miR-10b* were able to upregulate of Ago2 expression (Fig. 2e), suggesting the existence of specific miRNA-dependent modulation of Ago2 expression.

### miR-145-5p enhances Ago2 mRNA translation

Ago2 mRNA itself has been shown to undergo miRNA-dependent translational repression^30,31^. To clarify the molecular mechanisms supporting the miR-145-5p-dependent Ago2 protein induction, we first evaluated the interaction of Ago2 mRNA with Ago1 and Ago2 proteins, important components of the post-transcriptional control machinery. Immunoprecipitations of Ago2 and Ago1 proteins followed by RT-qPCR for Ago2 mRNA (RIP assay) showed that Ago2 transcript interacts with both proteins in MDA-MB-231 cells (Fig. 3a, b). Interestingly, ectopic expression of miR-145-5p reduces the interaction of Ago2 mRNA with Ago2 and Ago1 proteins (Fig. 3a, b), suggesting a loosening of the miRNA-dependent negative control of Ago2 mRNA expression.

**Fig. 3:**
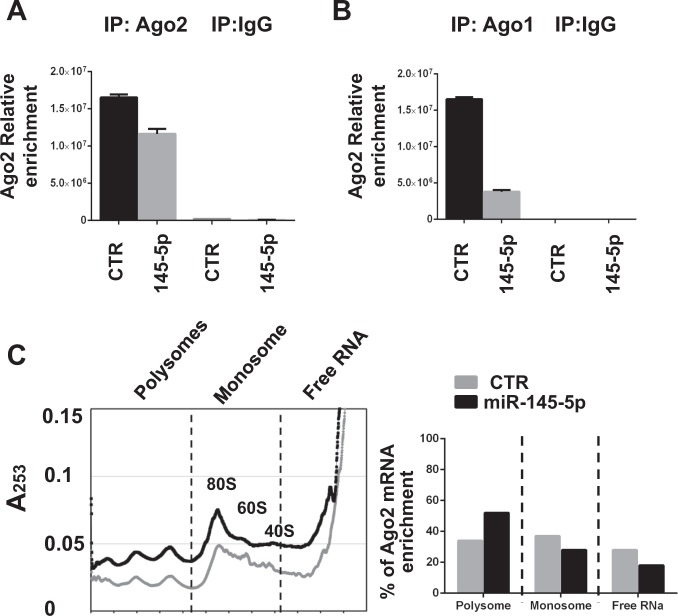
miR-145-5p enhances Ago2 mRNA translation. **a**, **b** RIP (RNA Immuno Precipitation) assays performed in control (CTR) and miR-145-5p overexpressing (145-5p) MDA-MB-231 cells using antibodies directed to Ago2, Ago1, or IgG as negative control. mRNA abundance of Ago2 was evaluated by RT-qPCR and normalized over GAPDH mRNA; a representative experiment of a biological duplicate is shown. **c** Cytoplasmic extracts from MD-MB-231 cells overexpressing miR-145-5p and the relative control cells were loaded on 15–50% sucrose gradients and fractions measured by absorbance at 253 nm (left panel). Fraction density decreases from left to right; a representative profile out of two independent biological replicates is showed. Right panel: pooled fractions of RNA associated with polysomes, monosomes and free RNA were analyzed by RT-qPCR. The percentage of Ago2 mRNA enrichment, normalized over GAPDH mRNA is reported

We next evaluated the abundance of Ago2 mRNA in cellular fractions of different ribosomal density. We observed that miR-145-5p transfection resulted in a shift of Ago2 mRNAs from low- to high-density ribosomal fractions, indicating increased translation (Fig. 3c). Altogether these results are in agreement with a release of the translational repression leading to Ago2 protein induction following miR-145-5p expression.

### miR-145-5p inhibits migration in Ago2-dependent manner

To investigate the functional output of miR-145-5p-Ago2 axis, we decided to evaluate its impact on cell migration, a function controlled by miR-145-5p in breast cancer cells^25,32^.

To this end, we first checked if miR-145-5p ectopic expression in MDA-MB-231 cells recapitulated the major functions previously reported for this miRNA in breast cancer cells. Specifically, we confirmed that miR-145-5p induced a significant downregulation of its targets Jam-A and Golm-1 (Supplementary Figure 2A–C), implicated in cell migration control. Accordingly, the migration ability of MDA-MB-231 cells overexpressing miR-145-5p was reduced compared to control (Supplementary Figure 2D). On the contrary, cell cycle progression was not affected by miR-145-5p expression (Supplementary Figure 2E) at least at the analyzed time point.

We then evaluated the impact of Ago2 modulation on MDA-MB-231 cell motility. Enforced expression of Ago2 has been reported to sustain cell motility in MCF-7 cells^33^. We observed that ectopic expression of Ago2 increased the migratory ability also of MDA-MB-231 cells (Supplementary Figure 3A), while Ago2 silencing consistently correlated with decreased migration capacity of cells (Supplementary Figure 3B).

Finally, we investigated the impact of miR-145-5p overexpression on cell migration of cells depleted or not of Ago2 expression. As expected, miR-145-5p overexpression inhibited migration in control MDA-MB-231 and MDA-MB-468 cells (SCR) (Fig. 4a–d). Migration was reduced to a similar extent after Ago2 silencing (siAgo2) (Fig. 4a–d). Interestingly, miR-145-5p overexpression in Ago2-depleted cells did not induce further reduction of migration but, on the contrary, enabled recovery of migration ability (Fig. 4a–d).

**Fig. 4:**
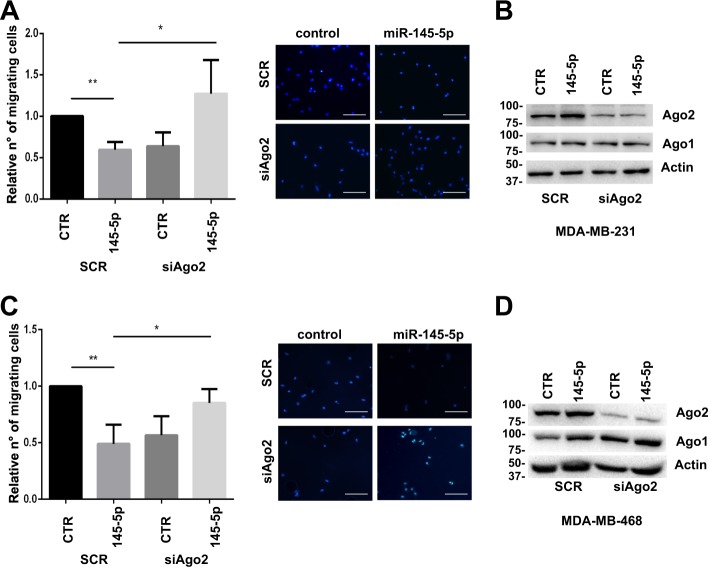
Ago2 expression is required for miR-145-5p-dependent inhibition of migration. **a**, **c** Migration assay and relative images from MDA-MB-231 **a** and MDA-MB-468 **c** cells transfected with control mimic or miR-145-5p in cells depleted or not of Ago2 protein expression (Scale bars, 100 μm). Data are presented as mean  ± standard deviation from three independent experiments; *P*-values were calculated by two-tailed *t*-test, *P < 0.05, **P < 0.005. **b**, **d** Western blot analysis to evaluate Ago2 and Ago1 protein expression in the same experimental conditions as in **a** and **c**

These results indicate that miR-145-5p elicits its inhibitory effect on migration only in presence of Ago2 expression, while, in the absence of Ago2 protein, it exerts an opposite pro-migratory function.

### The absence of Ago2 enhances to the formation of miR-145-5p/Ago1 alternative active complex

To investigate if, in the absence of Ago2, a potentiation of the alternative miR-145-5p/Ago1 active complex is observed, we performed RNA immunoprecipitation (RIP) assays. To this end, MDA-MB-231 cells overexpressing miR-145-5p, depleted (siAgo2-145-5p) or not (scr-145-5p) of Ago2 expression, were used to perform immunoprecipitations with anti-Ago1 antibody or IgG as control. As shown in Fig. 5a, b, we observed increased miR-145-5p/Ago1 interaction in cells depleted of Ago2, compared to si-SCR cells, while no change for RNU6B/Ago1 interaction was observed. These results indicate that when Ago2 is depleted, miR-145-5p specifically increases its interaction with Ago1 protein. On this basis, we wondered if Ago1 protein might change its subcellular localization upon Ago2 depletion. As shown in Supplementary Figure 4, neither miR-145-5p ectopic expression nor Ago2 depletion altered the localization of Ago1 or Ago2 proteins, which are mostly cytoplasmatic. Based on these results, it is possible to speculate that miR-145-5p behaves as a tumor suppressor miRNA when it is complexed with Ago2 protein, while miR-145-5p activity may become oncogenic in the absence of Ago2, through the interaction with other RNA-binding proteins (RBPs), as for example Ago1.

**Fig. 5:**
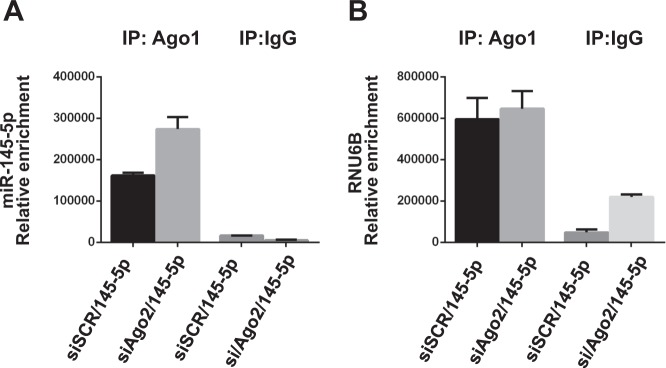
Depletion of Ago2 expression favors the formation of miR-145-5p/Ago1 complex. RIP assays performed in MDA-MB-231 cells transfected with miR-145-5p mimic, and depleted or not of Ago2 protein expression, using an antibody directed to Ago1 or IgG as negative control. Levels of interacting miR-145-5p (**a**) and RNU6B (**b**) were evaluated by RT-qPCR. A representative experiment of a biological duplicate is shown

### miR-145-5p exerts Ago2-dependent and -independent activities

To evaluate the impact of miR-145-5p on global gene expression, in presence or absence of Ago2 protein, we performed gene expression profiling in MDA-MB-231 cells, overexpressing or not miR-145-5p and depleted or not of Ago2 expression, as described in the two previous paragraphs. 

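MDA-MB-231, an established breast cancer cell line, was profiled on 12 single-color exon arrays, 3 in each of 4 groups. The groups were cells with control oligonucleotides (cntrl), with the miR-145-5p mimic (mimic145), with a Dicer-substrate siRNA against Ago2 (sirnaAGO2) and with both (sirnaAGO2+mimic145). The paper's methods give 5 nM of mimic, 500 pM of siRNA and 72 h of silencing. Each of the 6 slides held a pair of arrays of the same replicate number, either cntrl with mimic145 or sirnaAGO2 with sirnaAGO2+mimic145. For each array, the authors deposited the Feature Extraction intensity of 420288 spots, corrected for background within the array and not normalized between arrays. From this processed signal, steps as in the paper's methods were taken: values under 1 would be set to 1, of which there were none, the signals were quantile normalized over the 12 arrays, and their log2 was taken. The 8943 control spots and the outlier spots of each array were left out. A probe was kept where Feature Extraction called it well above background on all 3 arrays of at least 1 group, which left 142929 probes of 18253 genes. The value of a gene was the mean over its kept probes, with a median of 5 probes per gene, and 2835 genes rested on 1 probe. Groups were compared with limma, with the replicate number as a block and all 12 arrays in the fit. A gene was counted as changed where the two-sided p, adjusted by Benjamini-Hochberg over all genes, was under 0.05. Between 60.5% and 77.3% of the spots of an array were well above background. The number of arrays limits the precision: the median standard error of a log2 difference between a pair of groups was 0.10.
AGO2 was measured by 19 kept probes. Its normalized log2 signal was 9.12 ± 0.10 (SD, n = 3 arrays) in cntrl, 9.40 ± 0.04 in mimic145, 8.41 ± 0.05 in sirnaAGO2 and 8.34 ± 0.07 in sirnaAGO2+mimic145. All 3 sirnaAGO2 arrays lay below all 3 cntrl arrays (two-sided exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). The log2 fold change was -0.71 (adjusted p = 0.00488, limma), which leaves 60.9% of the AGO2 transcript, and all 19 probes were lower. With the slide as a random block in place of the replicate block, the adjusted p for AGO2 was 0.00506 (limma). No slide held arrays of both arms. A difference shared by the 3 slides of an arm would take no account of the siRNA's target. The fall of AGO2, the target set by the design, on all 19 probes therefore argues against it for this gene. Among the alternatives tried, signals corrected with normexp moved the log2 fold change of AGO2 most, to -0.55. The fall passed in 21 of 26 alternatives (limma, adjusted p 0.00199 to 0.221). With the mimic on top, sirnaAGO2+mimic145 cells held 48.1% of the AGO2 transcript of mimic145 cells, a log2 fold change of -1.06 (two-sided exact permutation test, p = 0.1). The paralogs showed no such fall after silencing: the log2 fold change was 0.13 for AGO1 (adjusted p = 0.260, limma), 0.00 for AGO3 and -0.06 for AGO4. For AGO1, all 3 sirnaAGO2 arrays lay slightly above all 3 cntrl arrays (two-sided exact permutation test, p = 0.1, the smallest possible).

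**Figure D1:**
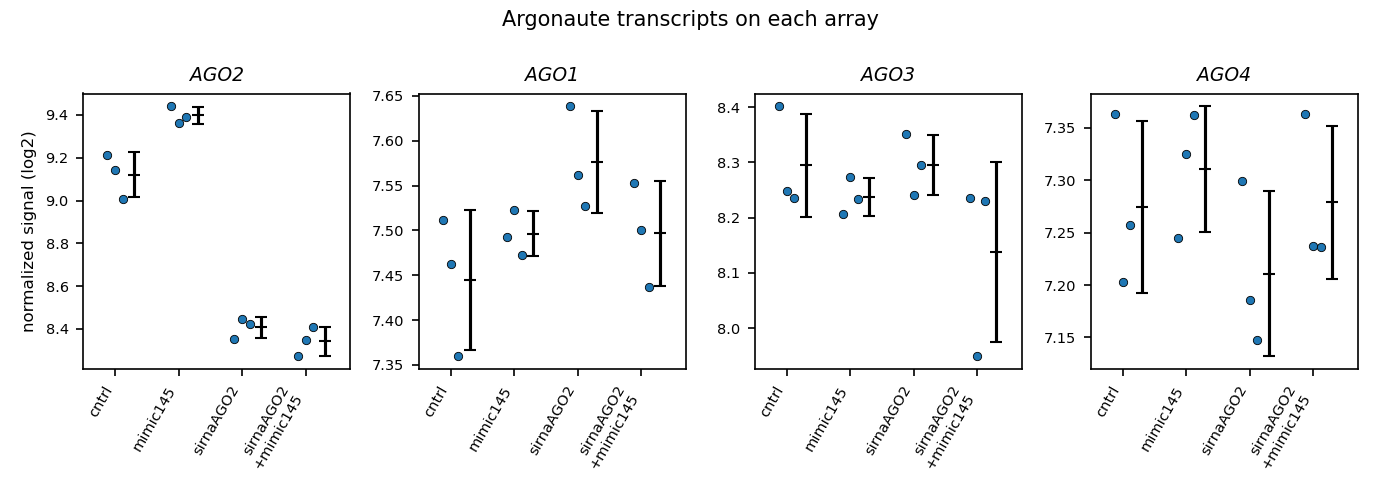
Normalized log2 signal (y axis) of AGO2, AGO1, AGO3 and AGO4 in the 4 groups (x axis), 1 point per array with the mean and SD of 3 arrays beside the points. The sirnaAGO2 arrays of AGO2 lie between 8.35 and 8.44, below the cntrl arrays at 9.01 to 9.21.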

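In control cells, 4119 of 18253 genes (22.6%) changed with the miR-145-5p mimic, 2005 of them lower and 2114 higher in mimic145 than in cntrl. The median size of these changes was 0.43 on the log2 scale. A change of more than 0.5 was measured for 1559 of the genes and a change of more than 1 for 229. At an unadjusted p under 0.05, 6462 genes passed. The paired test of the methods passed 3866 genes at p of at most 0.05 and 0 after adjustment, and the alternatives with the limma p otherwise gave between 1559 genes, where a log2 change over 0.5 was also required, and 4957 genes, where only probes well above background on all 12 arrays were used. Replicate 1 weighed most among the replicates: without its 4 arrays, 1211 genes changed. Among genes with at least 3 kept probes, SNRPC (log2 fold change 1.92) and SCML1 (1.56) were among those with the largest rises, and those with the largest falls were FSCN1 (-2.16), GMFB (-1.93) and LXN (-1.92). For FSCN1, 4 of 7 kept probes were not well above background on any array with the mimic, and for LXN 1 of 6. In every slide the array with the mimic was at the second position, so for most genes the position on the slide and the mimic cannot be told apart.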

Microarray analysis revealed that miR-145-5p expression leads to the modulation of 1538 transcripts, of which 698 downregulated and 840 upregulated (Supplementary Figure 5 and Supplementary File 1). Among the downregulated mRNAs, potential direct targets of miR-145-5p, we found genes controlling cell proliferation (as for example CCNG1, CDK6, MAP3K1, MAP3K8, MAP3K4), cell motility (as PCDH1, GOLM1, JAM-A and various members of RAB family of proteins) and chemoresistance (as the five members of ATP-binding cassette transporters ABCA1, ABCA11P, ABCB10, ABCD4 and ABCE1). 

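CDK6, MAP3K1 and MAP3K8 were lower in mimic145 than in cntrl. The log2 fold change was -0.60 for CDK6 (standard error 0.09, adjusted p = 0.00199 from limma), -1.06 for MAP3K1 (0.15, adjusted p = 0.00153) and -1.37 for MAP3K8 (0.10, adjusted p = 9.4e-05), each lower in all 3 replicate pairs. CCNG1 was lower by a small amount, with a log2 fold change of -0.30 (adjusted p = 0.0394, lower in all 3 pairs), and passed in 8 of 26 alternatives. MAP3K4 did not change: its log2 fold change was -0.00 (standard error 0.09, adjusted p = 0.977), it was lower in 1 of 3 pairs, and its value stayed between -0.03 and 0.06 over the 26 alternatives.
Among the genes of cell motility, GOLM1 had a log2 fold change of -1.28 (adjusted p = 9.3e-05) and F11R, the gene of JAM-A, one of -1.60 (adjusted p = 6.7e-05), each lower in all 3 pairs. PCDH1 was higher in mimic145 than in cntrl, with a log2 fold change of 0.65 (standard error 0.14, adjusted p = 0.00979, higher in all 3 pairs) from the 3 of its 6 probes that were kept. Over the 26 alternatives PCDH1 stayed higher, by 0.31 to 0.84, and passed in 22 of them (adjusted p 0.00527 to 0.205). Of 59 genes of the RAB family, a list fixed by symbol, 15 changed, 8 of them lower and 7 higher, and adjusted over the list alone the count was 16. These 15 genes kept their direction under each other scaling, filter and source of values, with the exception of 1 gene when the median over the probes was used. The genes that fell were RAB7A, RAB14, RAB6C, RAB31, RAB6D, RAB38, RAB6A and RAB13, with log2 fold changes from -0.93 for RAB7A to -0.39 for RAB13; they were named after their values were seen.
Of the ATP-binding cassette genes, ABCA1 had a log2 fold change of -1.03 (adjusted p = 0.00129), ABCB10 of -0.79 (adjusted p = 6.7e-04), ABCD4 of -0.40 (adjusted p = 0.00598) and ABCE1 of -0.91 (adjusted p = 9.3e-04), each lower in all 3 pairs. ABCA11P, measured by 2 probes, was lower in 1 of 3 pairs, with a log2 fold change of -0.18 (standard error 0.22, adjusted p = 0.601), and passed in 0 of 26 alternatives (limma adjusted p 0.259 to 0.886).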

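Supplementary File 2 lists 36 genes, which were all measured here. The study picked them from these same arrays, so their values are not independent evidence. In control cells, all 36 were lower with the mimic and 35 passed, the exception being C11orf65, which rests on 1 probe (log2 fold change -0.76, adjusted p = 0.160 from limma). The median log2 change of the list, taken in each replicate pair, was on average -1.08 ± 0.08 (SD, n = 3 replicate pairs) in control cells and -0.65 ± 0.14 in Ago2-silenced cells. In control cells the list was lower than the other genes by limma's camera test (adjusted p = 3.5e-32 over 12 list tests) and by fry (adjusted p = 1.1e-05). In Ago2-silenced cells, camera gave an adjusted p = 7.0e-32 and fry an adjusted p = 6.9e-05. With Ago2 silenced, all 36 genes were again lower and 27 passed; adjusted over the list alone, 34 passed. The difference between the effects of the mimic with and without silencing was also tested. Its median over the list was 0.34 ± 0.20 (SD, n = 3 pairs), a weaker fall in silenced cells, with estimates in that direction for 33 of the 36 genes (camera, adjusted p = 4.8e-12; fry, adjusted p = 0.0127). Since the genes were picked for their fall in control cells on these arrays, that fall is inflated and the selection favors this direction, so these p-values are too small. For this difference 0 single genes of the list passed over all genes by limma, 22 had an unadjusted p under 0.05, and 19 passed adjusted over the list alone. Signals corrected with normexp moved the list's medians most, to -0.78 in control cells and -0.50 in Ago2-silenced cells.

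**Figure D2:**
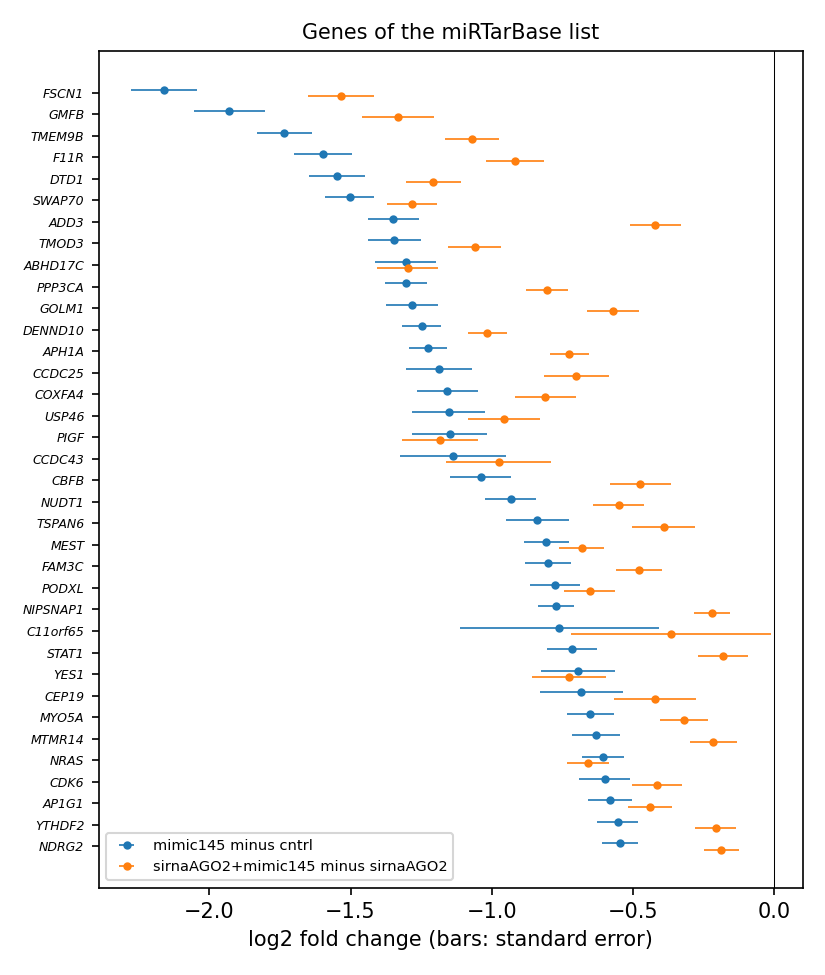
Log2 fold change (x axis) of each gene of the miRTarBase list (y axis) with the mimic in control cells (blue) and in Ago2-silenced cells (orange), with bars for the standard error from limma. All 36 points lie below 0 in both arms, and the median over the points is -1.09 in control cells and -0.67 in Ago2-silenced cells.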

Thirty-five of the downregulated genes were previously identified and validated as direct targets of miR-145-5p as indicated by the miRTarBase data repository^34^ (Supplementary File 2).

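In Ago2-silenced cells, 1324 of 18253 genes (7.25%) changed with the mimic, 553 of them lower and 771 higher in sirnaAGO2+mimic145 than in sirnaAGO2, and each in the same direction in all 3 replicate pairs. Of the 4119 genes changed in control cells, 794 (19.3%) also changed in Ago2-silenced cells in the same direction, 446 lower and 348 higher. The other 80.7% were not called there or, for 2 genes, changed in the opposite direction. The share of 19.3% dropped to 3.72% without the replicate block and rose to 27.1% with 75th percentile scaling. The count in silenced cells rested on single arrays: without sirnaAGO2 replicate 3 it was 76, and without sirnaAGO2+mimic145 replicate 1 it was 2291. With 75th percentile scaling, the median log2 difference of all genes in this arm was 0.107, compared with 0.0197 in the quantile normalized values. Of the changed genes, 80.1% were higher with that scaling, compared with 58.2% in the quantile normalized values. A gene that passes in control cells and not in Ago2-silenced cells is not shown to differ between them, so the difference between the effects was tested for each gene. After adjustment by limma, 2 genes passed, while 3061 (16.8%) had an unadjusted p under 0.05, where chance alone gives 913. By the paired test of the methods, 1889 passed at p of at most 0.05 and 0 after adjustment. SAA2-SAA4, 1 of these 2 genes and named after its values were seen, fell less in silenced cells, with a difference of 1.08 (standard error 0.11, adjusted p = 0.0348; alternatives 0.0173 to 0.578). It is measured by 2 probes and is a readthrough of a pair of paralogs, so the gene behind its signal is uncertain. On simulated arrays with 200 genes that change by 1 in control cells, this test found 67.5% of those whose effect was lost in silenced cells and 0 of those whose effect was 0.5 there. In the data 4119 genes changed, by a median of 0.43, and the simulated noise was independent between genes. These rates are therefore not those of the test on the data.
How much of the effect remained was estimated on arrays that took no part in choosing the genes. Genes were chosen where mimic145 and cntrl differed by over 0.5 in the same direction in a pair of replicates, and the effect in silenced cells was divided by that in control cells in the replicate left out. The ratio of the mean differences was 0.393, 0.661 and 0.582 in the 3 replicates (mean 0.545 ± 0.138 SD). The size depends on the arm used to choose the genes: with genes chosen in silenced cells, control over silenced was 1.15 ± 0.242 (SD, n = 3), where a common ratio of 0.545 would need 1.83. The slope through the origin, which noise in the control difference lowers, was 0.474 ± 0.112 (SD, n = 3). On simulated arrays with 200 genes changed by 1 and no weakening, the slope was 0.643 and the ratio 1.06. Most genes kept the direction of their change in silenced cells: 89.0% of the genes changed in control cells by their mean difference, and 69.8% in all 3 pairs, compared with 24.9% of genes with an unadjusted p over 0.5 in control cells. Position on the slide, alike for the mimic arrays of both arms, could add to this agreement and to the ratio.

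**Figure D3:**
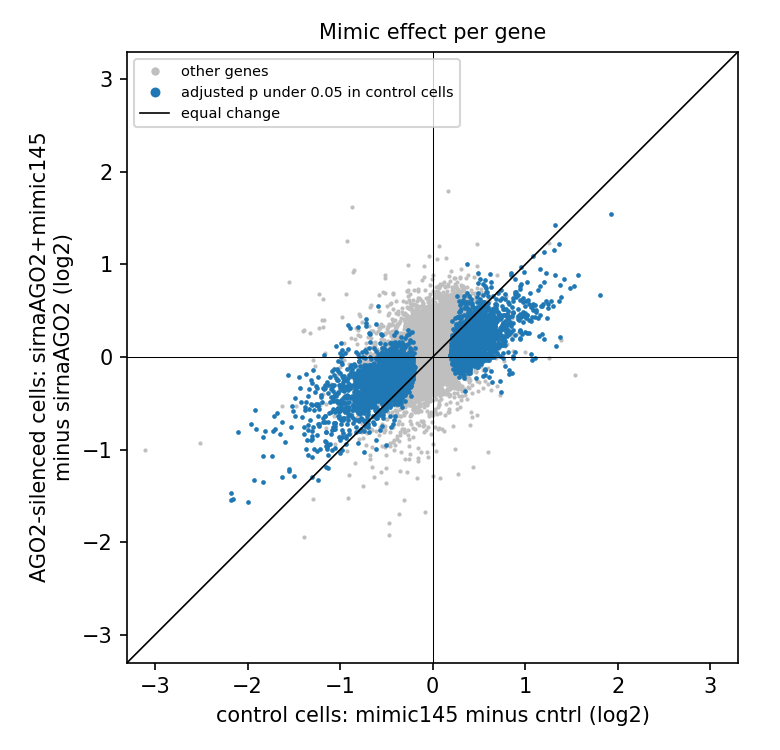
Log2 fold change of each gene with the mimic in control cells (x axis) and in Ago2-silenced cells (y axis), with genes changed in control cells in blue, all others in grey, and a line where the changes are equal. Of the 4119 blue points, 89.0% lie on the same side of 0 on both axes.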

Of note, we observed that, in the absence of Ago2 expression, miR-145-5p loses the ability to control 86% of its modulated transcripts, while retains 14% of its functions (Fig. 6a–b). Pathway and Gene Ontology analyses reporting the functions of the genes controlled by miR-145-5p, retained or not upon depletion of Ago2, is shown in Supplementary File 3.

**Fig. 6:**
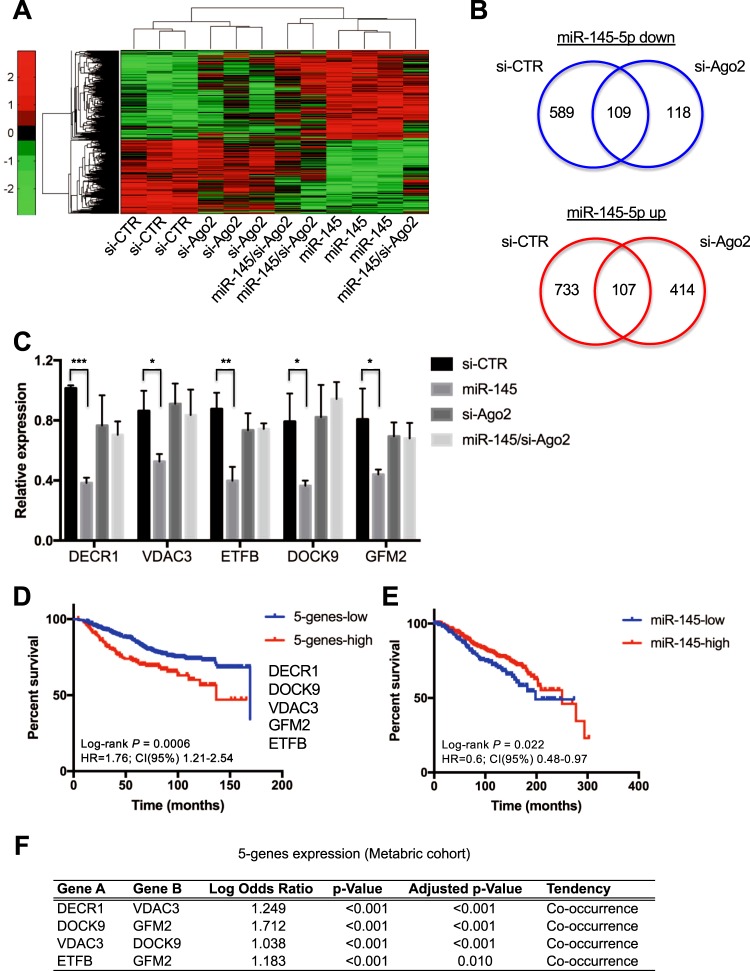
miR-145-5p exerts Ago2-dependent and -independent activities. **a** Expression matrix of transcripts whose expression is modulated by miR-145-5p in Ago2-dependent manner. **b** Diagrams showing the number of transcripts downregulated (upper panel) and up-regulated (lower panel) by miR-145-5p in presence (si-CTR) and in absence (si-Ago2) of Ago2 expression. **c** Validation by RT-qPCR of the expression of 5 top modulated miR-145-5p-dependent genes in the indicated experimental conditions, performed on three biological replicates. **d** Kaplan–Meier analysis of overall survival has been performed on a compendium of breast cancer microarray datasets deposited in the KMplot database, using a signature comprising the 5 transcripts most strongly modulated by miR-145-5p. **e** Kaplan–Meier analysis of overall survival has been performed on the Metabric cohort of breast cancer evaluating miR-145-5p expression levels. **f** Co-occurrence analysis of the overexpression of the 5 genes most strongly modulated by miR-145-5p in the Metabric breast cancer cohort performed using the cBioPortal cancer genomics database

Interestingly, we observed that miR-145-5p gains new functions in the absence of Ago2, acquiring the ability to modulate the expression of a different panel of genes (118 down- and 414 up-regulated transcripts), possibly through the formation of complexes with other RBP, as for example Ago1, at least for the downregulated targets (Fig. 6b). 

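In Ago2-silenced cells, 528 genes changed with the mimic that were not called in control cells, 106 of them lower and 422 higher. By its sign, the effect in control cells went the same way for 86.2% of these genes and the opposite way for 73 of them, and 138 (26.1%) had an unadjusted p under 0.05 in control cells in the same direction. The median size of their change was 0.49 on the log2 scale in Ago2-silenced cells and, in the same direction, 0.16 in control cells. Since the genes were chosen for passing in silenced cells, the first of these medians is inflated. For the difference between the effects, 0 of the 528 genes passed after adjustment by limma and 260 (49.2%) had an unadjusted p under 0.05. The split between higher and lower depended on the scaling: with 75th percentile scaling 78 genes were lower and 1259 higher. Without sirnaAGO2+mimic145 replicate 3, 10 were lower and 10 higher.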

Pathway and Gene Ontology analyses revealed that different functions are exerted by miR-145-5p in absence of Ago2 compared to control cells (Supplementary File 3). Interestingly, different sets of cell adhesion molecules (CAMs) are modulated by miR-145-5p in presence or in absence of Ago2; this might reflect the opposite effect on cell motility observed upon miR-145-5p exogenous expression in these two conditions (as shown in Fig. 4a).

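A list of 194 genes of cell adhesion molecules, fixed by symbol, was compared in both arms. In control cells 30 of them changed with the mimic, 13 lower and 17 higher, and in Ago2-silenced cells 18 changed, 5 lower and 13 higher; without the filter on dim probes the latter split was 6 lower and 5 higher. Adjusted over the list alone, the counts were 26 and 28. Both arms shared 10 genes, all changed in the same direction, while 20 passed in control cells only and 8 in Ago2-silenced cells only. Of these 38 genes, 3 had estimates of opposite sign in the arms. The difference between the effects was tested for every gene of the list: 0 passed over all genes by limma (smallest adjusted p = 0.0694), 37 had an unadjusted p under 0.05, and 8 passed adjusted over the list alone. With normexp 4 genes passed, and with only the probes well above background on all 12 arrays 3 passed. In Ago2-silenced cells the median log2 change of the list was 0.13 above that of all genes, and it stayed above under each of the other scalings, filters and sources of values, by 0.08 to 0.18. The list was higher by camera (adjusted p = 0.00256) but not by fry (adjusted p = 0.0653). For the difference between the effects, camera gave an adjusted p = 0.0150 and fry an adjusted p = 0.253. After silencing alone the list fell, with 151 of 194 genes lower and a median of -0.11 (camera, adjusted p = 0.00230; fry, adjusted p = 0.0841). That comparison shares the sirnaAGO2 arrays with the rise in silenced cells, with opposite sign, so noise in these arrays moves both. In control cells it was 0.01 below, and between 0.02 below and 0.02 above under the alternatives. The count of 18 was 38 without sirnaAGO2+mimic145 replicate 1 and 1 without the replicate block. It was 0 by limma without replicate 2, without replicate 3 and with only the arrays of the groups compared, where 38, 44 and 61 genes had an unadjusted p under 0.05. The paper proposes that the different sets of adhesion molecules relate to the opposite effects of the mimic on cell motility in Fig. 4a.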

Based on our results, miR-145-5p is supposed to exert its tumor suppressor function only in presence of Ago2 expression; we then reasoned that the Ago2-dependent transcripts modulated by miR-145-5p in MDA-MB-231 cells could mediate tumor suppressor function and may represent predictive indicators in breast cancer. To test this, we first selected a few genes among the most significantly downregulated by miR-145-5p in presence of Ago2, we validated their modulation (Figure 6c) and we evaluated their predictive power using various breast cancer cohorts. Specifically, we observed that low expression of a signature comprising the top 5 downregulated genes (*DECR1*, *GFM2*, *DOCK9*, *VDAC3* and *ETFB*) (*P* < 0.0005) associates with increased overall survival in patients from a compendium of breast cancer studies (*N* = 626) included in the KMplot database (Fig. 6d)^35^. 

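On the arrays, each of the 5 genes was lower with the mimic in control cells. The log2 fold change was -1.01 for DECR1 (standard error 0.08, adjusted p = 1.0e-04, limma), -0.76 for GFM2 (0.09, adjusted p = 6.2e-04), -0.89 for DOCK9 (0.08, adjusted p = 2.7e-04), -0.44 for VDAC3 (0.07, adjusted p = 0.00258) and -0.92 for ETFB (0.07, adjusted p = 1.2e-04). Every gene was lower in all 3 replicate pairs and passed in all 26 alternatives. Ordered by p among the 2005 genes that fell, DECR1 was at place 39, GFM2 at 190, DOCK9 at 102, VDAC3 at 573 and ETFB at 48; ordered by the size of the fall, their places ran from 163 for DECR1 to 1163 for VDAC3. In Ago2-silenced cells the log2 fold change was -0.30 for DECR1 (adjusted p = 0.0465), -0.39 for GFM2 (adjusted p = 0.0365), -0.11 for DOCK9 (adjusted p = 0.415), -0.21 for VDAC3 (adjusted p = 0.0938) and -0.26 for ETFB (adjusted p = 0.0623). These falls passed in few of the 26 alternatives: 5 for DECR1, 10 for GFM2, 5 for ETFB, and 0 for DOCK9 and VDAC3. For the difference between the effects, limma gave 0.71 for DECR1, 0.78 for DOCK9 and 0.67 for ETFB (adjusted p = 0.0615 for each), 0.38 for GFM2 (adjusted p = 0.194) and 0.23 for VDAC3 (adjusted p = 0.288). The genes were chosen on these arrays for their fall in control cells, which favors such a difference. Of the 26 alternatives, DECR1 and DOCK9 passed for this difference in 4 each, ETFB in 3, and GFM2 and VDAC3 in 0. The survival cohorts were not analysed here.

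**Figure D4:**
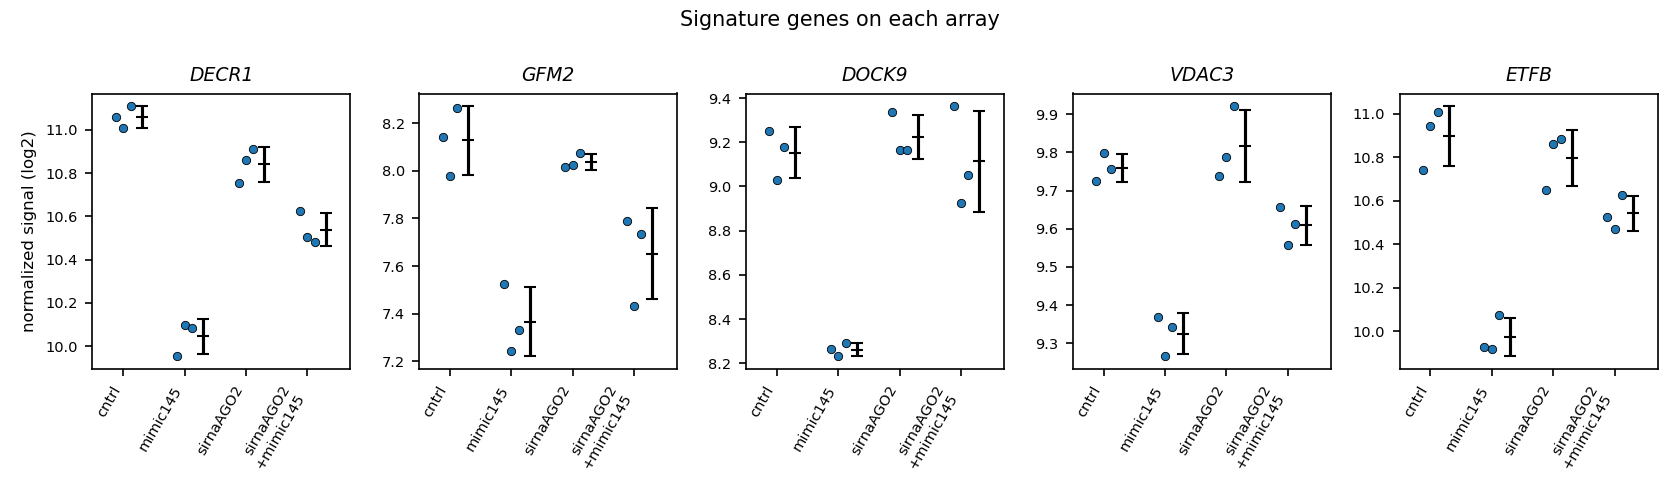
Normalized log2 signal (y axis) of DECR1, GFM2, DOCK9, VDAC3 and ETFB in the 4 groups (x axis), 1 point per array with the mean and SD of 3 arrays beside the points. For each gene the 3 mimic145 arrays lie below the 3 cntrl arrays, and the log2 fold change between these groups runs from -1.01 for DECR1 to -0.44 for VDAC3.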

A similar result was observed evaluating the Metabric and the TCGA cohorts for overall and disease-free survival, respectively (Supplementary Figure 6). Opposite behavior was observed for miR-145-5p expression, whose high levels associate with higher survival probability (Fig. 6e); this result is specific for lymph node-negative patients, indicating that deregulation of miR-145-5p expression might be relevant for the initial stages of breast carcinogenesis.

Analysis of TCGA and Metabric cohorts enabled also to assess that various couples of these genes present co-occurring overexpression in breast cancer (Figure 6f and Supplementary Figure 6D).

Overall these results indicate that miR-145-5p exerts its tumor suppressor function in cells expressing Ago2 protein and suggest that Ago2 protein might contribute to the choice of targets by miR-145-5p.

## Discussion

Our study shows that both miR-145-5p and Ago2 protein are downregulated in breast cancer. Results about miR-145-5p are in line with report by Sempere and colleagues^36^, showing that expression of miR-145-5p is reduced or even completely abrogated in breast tumors.

Moreover, we show that miR-145-5p specifically induces post-transcriptionally Ago2 protein expression in both breast and non-breast carcinoma cell lines. This is obtained possibly through the loosening of Ago2 translational repression following miR-145-5p overexpression. Induction of Ago2 protein is necessary to allow miR-145-5p tumor suppressor function. In absence of Ago2 indeed miR-145-5p-dependent inhibition of migration is not observed while, on the contrary, we observed an enhancement of migration. At molecular level, upon Ago2 depletion an increase of miR-145-5p/Ago1 complex is observed. This suggests that when Ago2 is downregulated miR-145-5p might be involved in interactions with additional RNA-binding proteins (RBPs), as Ago1 for example, and acquire different functions. This is also reflected by the microarray analysis in cells overexpressing miR-145-5p. We indeed observed that most of miR-145-5p functions are lost upon Ago2 depletion, while additional functions are gained. miR-145-5p indeed leads to the modulation of a huge number of genes in the absence of Ago2, genes whose modulation is not observed in the presence of Ago2 expression. 

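The paper observes that miR-145-5p loses most of its functions after Ago2 depletion and gains others, and it hypothesizes other Ago proteins or RNA-binding proteins as partners for the genes modulated only after depletion. Among the genes that passed in control cells, 1825 (44.3%) had an unadjusted limma p under 0.05 for the difference between the effects, of which 1818 had the weaker effect in Ago2-silenced cells. Adjusted over these genes alone, 898 passed. Choosing genes by their effect in control cells inflates that effect, so these counts overstate the weakening.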

We can hypothesize that these genes may depend on the activity of miR-145-5p complexed with other members of Ago family of proteins or additional RNA-binding proteins. Further studies will enable clarifying the functional output of the modulation of this Ago2-independent set of genes. However, as restoration of tumor suppressor miRNA levels has been proposed recently as a promising therapeutic intervention to cure diverse cancers, our study underlines how information about Ago2 protein expression level becomes crucial for the success of these novel therapeutic approaches. Moreover, Ago2 protein activity and stability are controlled by post-translational modifications, as for example phosphorylation at Tyr 393;^37^ possibly, these Ago2 post-translational modifications might contribute to the definition of miRNA-specific target recognition and, consequently, determine the biological output of tumor suppressor and oncogenic miRNAs.

## Conclusions

In summary, our results show that miR-145-5p dependent tumor suppressor function is exerted only in presence of Ago2 protein expression. Our findings suggest that Ago2 downregulation in breast cancer might strongly influence the activity of miRNAs and highlight the importance of evaluating Ago proteins levels when studying miRNAs activity in cancer.

## Materials and methods

### Cell culture and transfection

MDA-MB-231, SKBR3, MDA-MB-468, H1299, A459 cell lines were cultured in DMEM medium supplemented with 50 U/mL penicillin, 50 U/ml streptomycin and 10% heat-inactivated FBS at 37 °C in an incubator with humidified 5% CO_2_ atmosphere. Human Thymic Carcinoma cell line TC1889 was kindle provided by Dott. M Breining^38^ and cultured in RPMI 1640 containing 4.5 g/L glucose, 25 mM Hepes, 50 U/mL penicillin, 50 U/ml streptomycin and 10% heat-inactivated FBS at 37 °C in an incubator with humidified 5% CO2 atmosphere. Hs578T was cultured in DMEM with 0.01 mg/mL human insulin with a fetal bovine serum to a final concentration of 10%. MCF10A was cultured in F12 medium supplemented with 5% horse serum, 10 ug/mL Insulin, 0.5 ug/mL Hydrocortisone and 20 ng/mL EGF.

Pre-miR-145-5p (PM11480 #AM17100, Ambion), Pre-miR-223 (PM12672 #AM17100, Ambion), Pre-miR-10b* (PM12387, #AM17100 Ambion), Pre-miR-128 (PM24586 #AM17100, Ambion) and Pre-miRNA Negative Control (#AM17110, Ambion) were transfected at final concentration of 5 nM using Lipofectamine RNAiMAX (Invitrogen) according to the manufacturer’s instructions.

For gene silencing experiments, MDA-MB-231 were transfected with Dicer-substrate short interfering RNAs (DsiRNAs) for AGO2 (IDT, Belgium) and NC1 negative control (IDT, Belgium) at 500 pM for 72 h.

For the inhibition of miRNA expression, MDA-MB-231 cells were transfected with hsa-miR-145-5p mirVana miRNA inhibitor (#MH11480, Ambion) and negative control #1 (#4464077, Ambion) at final concentration of 5 nM using Lipofectamine RNAiMAX (Invitrogen) according to the manufacturer’s instructions.

For Ago2-HA exogenous expression, MDA-MB-231 cell line was transfected with Ago2-HA vector provided by Prof. Filipowicz^39^ by using Lipofectamine 2000 (Invitrogen), according to the manufacturer’s instructions.

### Total RNA extraction from cells and reverse transcription

Total RNA was extracted using the TRIZOL Reagent (GIBCO). 500 ng of total RNA were reverse-transcribed using High-Capacity RNA-to-cDNA Kit (Applied Biosystems) and diluted 1:5 for PCR reactions. PCR analyses were carried out by using oligonucleotides specific for the genes listed in Supplementary Table 1 and gene expression was measured by real-time PCR using the Sybr Green assay (Applied Biosystems, Carlsbad, CA, USA) on Abi Prism 7500 (Applied Biosystems). All reactions were performed in duplicate.

RNA from FFPE samples was extracted using the miRneasy FFPE kit (Qiagen, Chatsworth, CA) following the manufacturer’s instructions. 50 ng of total RNA was reverse transcribed in 20 μl by using miScript II RT kit (Qiagen, Chatsworth, CA) and 1 μl of cDNA dilution (1:5) was used for quantitative real-time PCR (RT-qPCR) experiments. Quantification of miR-145-5p was carried out by miScript Primer Assay (Hs_miR-145_1 miScript Primer Assay MS00003528 Qiagen, Chatsworth, CA), normalizing over RNU6B control (Hs_RNU6-2_11 miScript Primer Assay MS00033740 Qiagen, Chatsworth, CA) and using the miScript SYBR Green PCR kit (Qiagen, Chatsworth, CA) on Abi Prism 7500 (Applied Biosystems). All reactions were performed in duplicate.

### Lysate preparation and immunoblotting analysis

Cells were lysed in 2% SDS buffer (25 mM Tris-Hcl pH 7.5, 100 mM Nacl, 3 mM EDTA, 7% Glycerol) and fresh protease inhibitors. Extracts were sonicated for 10 s and centrifuged at 12,000 × rpm for 10 min to remove cell debris. Western blotting was performed using the following primary antibodies: mouse monoclonal anti-Gapdh 6C5 (#sc32233, Santa Cruz Biotechnology); mouse monoclonal anti-Tubulin B512 (#T5168, Sigma-Aldrich, Milan, Italy); mouse monoclonal anti-b-Actin (ACTBD11B7) (Santa Cruz Biotechnology sc-81178), rabbit polyclonal anti-Golm1 (#PA5-30622, Thermo Scientific); rabbit polyclonal antibodies: anti-Ago2 (#2897, Cell Signaling); rabbit monoclonal antibodies anti-Ago1 (D84G10) XP (#5053, Cell Signaling); rabbit monoclonal antibodies anti HA-Tag (#3724, Cell Signaling).

As secondary antibodies goat anti-mouse and anti-rabbit conjugated to horseradish peroxidase were used (Bethyl Laboratories). Western blot analysis was performed with the aid of the enhanced chemiluminescence system (Thermo Fisher Scientific, Rockford, IL, USA). ECL detection was done using a ChemiDoc-It Imaging System (UVP, Upland, CA) instrument.

### Nuclear and cytoplasmic extracts preparation

Cells were lysed in hypotonic buffer (50 mM HEPES; 150 mM NaCl; 2 mM EDTA; 10 mM MgCl_2_, 10 mM KCL; 0.5% Nonidet P-40; fresh DTT 2.5 mM and fresh protease inhibitors) for 15 min on ice followed by 5 min of centrifugation at 1200 rpm. The supernatants were removed and used as cytosolic fraction and the pellet (corresponding to the nuclei) was resuspended in 2% SDS buffer (25 mM Tris-Hcl pH 7.5, 100 mM NaCl, 3 mM EDTA, 7% Glycerol) and fresh protease inhibitors. Extracts were sonicated for 10 s and centrifuged at 12,000 × rpm for 10 min to remove cell debris and to obtain nuclear proteins. Mouse anti-Gapdh 6C5 (#sc32233, Santa Cruz Biotechnology) and rabbit polyclonal anti Histone H3 (#Abcam 1791) were used as markers of the cytoplasmic and nuclear fraction, respectively.

### Cell cycle analysis

For cell cycle analysis, 2 × 10^5^ cells were resuspended in 50% FCS, fixed in 70% ethanol for 24 h, incubated with 50 μg/ml propidium iodide (Sigma-Aldrich) and 50 units/ml Dnase-free RNase A (Sigma-Aldrich) and analyzed after 3 h (1 × 10^4^ events) using an Epics XL Cytometer (Beckman Coulter).

### Transwell migration assay

Migration assay was performed by using a 24-well plate with a non-coated 8-mm pore size filter in the insert chamber (BD Falcon, Franklin Lakes, NJ, USA). MDA-MB-231 or MDA-MB-468 cell lines were transfected with pre-miR-145-5p and the pre-miRNA Precursor-Negative Control (Ambion) for 48 h or silenced with siAgo2 or NC1 negative control (IDT, Belgium) at 500 pMoles or transfected with pcDNA3-Ago2-HA or pcDNA3-HA vectors for 72 h. After transfection, 5 × 10^4^ cells were resuspended in serum-free DMEM and seeded into the insert chamber. Cells were allowed to migrate for 24 h into the bottom chamber containing 0,7 ml of DMEM supplemented with EGF (30 ng/ml) in a humidified incubator at 37 °C in 5% CO_2_. Cell migration was evaluated by discarding cells which did not migrate (upper side) and by counting the number of cells on the underside of the membrane using DAPI staining.

### Immunohistochemistry

Ago2 protein expression was analyzed by immunohistochemistry (IHC) in a set of 11 triple negative FFPE breast tumors and 11 normal counterparts from patients who underwent surgery from 2014 to 2015 (Sapienza University of Rome, Pathology Unit, ICOT, Latina, Italy) and summarized in the Supplementary Table 2. None of the patients had received any radio or radio-chemotherapy before surgery. Formalin-fixed, paraffin-embedded 5μm sections were Haematoxylin and Eosin stained to select well-represented epithelial cell compartment. Serial/subsequent sections were stained with the anti-Ago2 antibody (#ab57113, Abcam) at 1:100 dilution. Protein staining was revealed through DAB enzymatic reaction while nuclei were counterstained with hematoxylin.

### Polysome profiling

After 48 h of transfection with Pre-miR-145-5p (PM11480 #AM17100, Ambion) and Pre-miRNA Precursor Negative Control (#AM17110, Ambion), 20 × 10^6^ cells were lysed with 400 μl of lysis buffer (10 mM Tris pH 7.5, 10 mM NaCl, 10 mM MgCl_2_, 1% Triton X-100) supplemented with 10 mM fresh DTT, 100 μg/ml cycloheximide, 1X PIC (Complete, EDTA free, Roche) and 1X RNase guard (Thermo Scientific).

Cells were allowed to swell for 10 min on ice. The lysates were centrifuged for 10 min at 13,000 rpm at 4 °C. The supernatants were collected and centrifuged on 15–50% sucrose gradient at 38,000 rpm with a SW41 rotor (Beckman) for 1 h 30 min at 4 °C. Fractions were collected with a Bio-logic LP (Biorad). Total RNA derived from 300 μl of fraction was extracted using 700 μl of TRIZOL Reagents (GIBCO).

### RNA-binding protein immunoprecipitation (RIP) assay

Lysates from 20 × 10^6^ cells were immunoprecipitated using the Magna RIP kit (#17-700, Millipore) following the manufacturer’s instructions with an anti-Ago2 antibody (Millipore, # 03-110) and anti-Ago1 antibody (Millipore #03-249) or control IgG.

Binding of miRNAs and Ago2 mRNA respectively to Ago1 or Ago2 was evaluated by RT-qPCR. The quantification of miR-145-5p or RNU6B or Ago2 mRNA was carried out on Abi Prism 7500 (Applied Biosystems) using the miScript SYBR Green PCR kit (Qiagen, Chatsworth, CA) and all the reactions were performed in duplicate.

### Microarray analysis

Expression profiling by microarray has been performed on the Agilent platform using Low Input Quick Amp WT Labeling Kit, one-color, on SurePrint G3 Human Exon 2 × 400 K slides. Gene expression profiling from Agilent arrays was extracted by Agilent Feature Extraction software. Values lower than 1 were considered below detection and thresholded to 1. Signals were quantile normalized and log2-transformed. Gene modulation was assessed using a permutation test and a paired T-test. A false discovery procedure was also included for multiple comparisons. Unsupervised hierarchical clustering was performed by using the Euclidean distance metric.

Bioinformatic analyses were performed by MATLAB (The MathWorks). Pathway and Gene Ontology analyses were performed using the DAVID functional annotation tool (https://david.ncifcrf.gov). Microarray data are available as GSE120896 in GEO Database (https://www.ncbi.nlm.nih.gov/geo).

### Survival analyses

Survival analyses were performed on the KMplot database^35^ using as input the 6-genes signature of miR-145-5p top downregulated genes on the whole breast cancer dataset (*N* = 626). Logrank *P* and HR were calculated using GraphPad Prism 7 software. Survival analyses on the Metabric and TCGA cohorts were performed using the cBioPortal Database (http://www.cbioportal.org) using as input the mRNA expression levels of the 6-genes signature.

### Statistical analyses

The statistical analyses were performed using GraphPad Prism 7 (GraphPad Software, San Diego California USA). Values of *P* ≤ 0.05 (*) and *P* ≤ 0.01 (**) were considered statistically significant.

### List of abbreviations

Ago: Argonaute; BC: breast cancer; miRNAs: microRNA; RISC: RNA-induced silencing complex; UTR: untranslated region; EGFR: epidermal growth factor receptor; NUDT1: nudix hydrolase 1; GOLM-1: Golgi membrane protein-1; MDR: multi-drug resistance.

## Supplementary information

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6

Supplementary File 1

Supplementary File 2

Supplementary File 3

Supplementary Table 1

Supplementary Table 2

# Supplementary material for: Argonaute 2 drives miR-145-5p-dependent gene expression program in breast cancer cells
**Source:** Cell Death Dis. 2019 Jan 8;10(1):17. doi: 10.1038/s41419-018-1267-5
**Supplement:** Supplementary file 2 — Supplementary Figure 2

## Bellissimo et al. Supplementary Figure 2

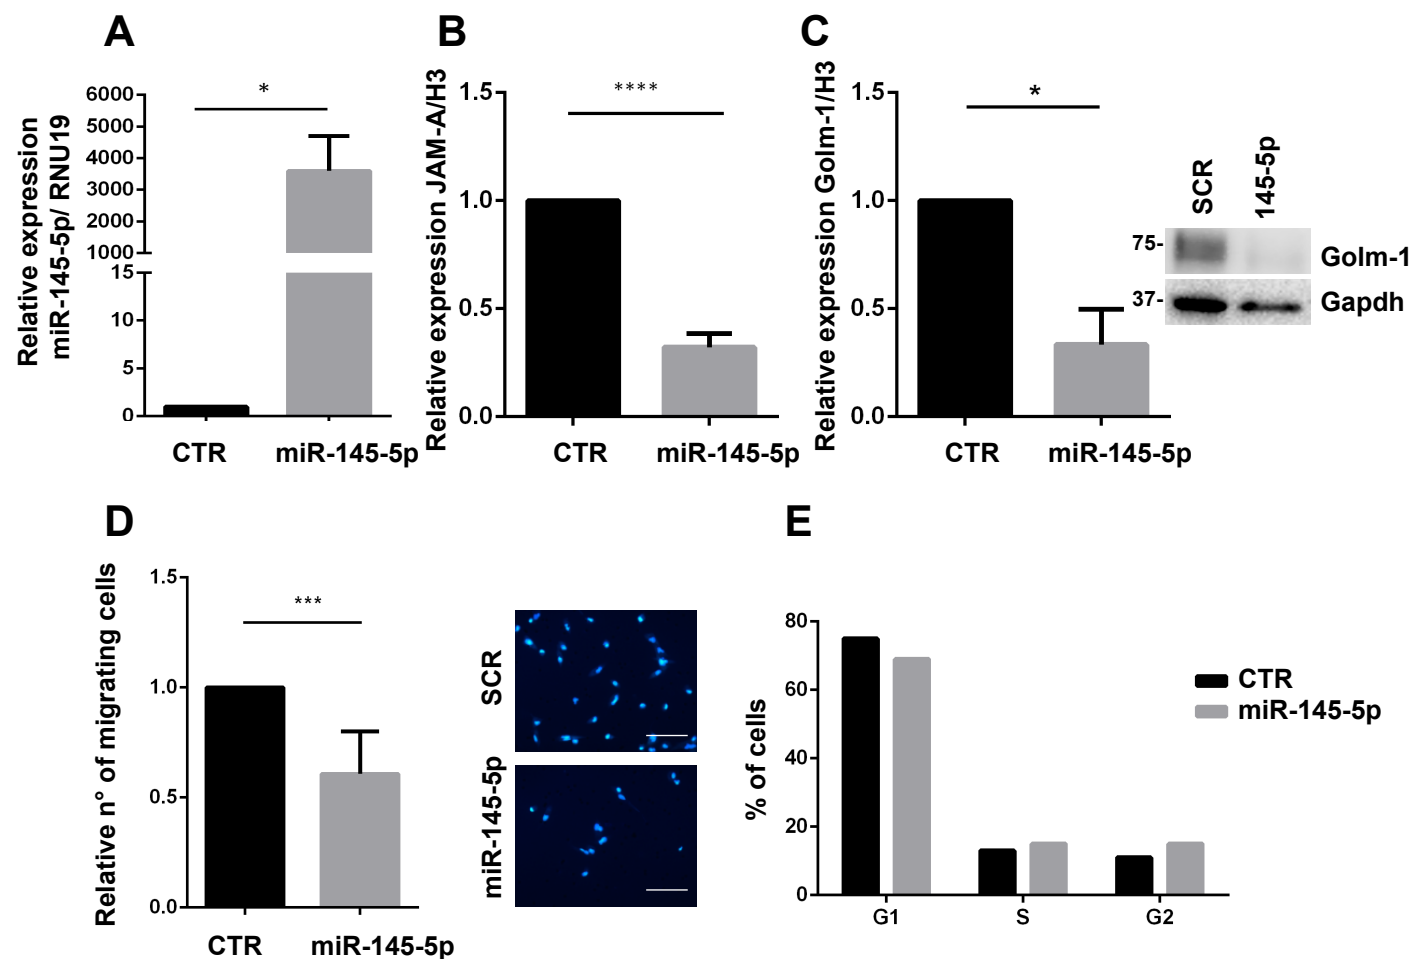

**Supplementary Figure 2: miR-145-5p expression impairs cell migration of MDA-MB-231 cells and inhibits Golm-1 protein:** RT-qPCR analysis to evaluate miR-145-5p (A), JAM-A (B) and Golm-1 (C) expression upon 48h of miR-145-5p transfection; (C) Right panel shows western blotting to examine Golm-1 protein after 48h of miR-145-5p overexpression; (D) Transwell migration assay showing a reduction of migratory properties upon 48h of miR-145-5p overexpression (Scale bars, 100 µm) and (E) FACS analysis of cell cycle performed following 48h of miR-145-5p ectopic expression.

# Supplementary material for: Argonaute 2 drives miR-145-5p-dependent gene expression program in breast cancer cells
**Source:** Cell Death Dis. 2019 Jan 8;10(1):17. doi: 10.1038/s41419-018-1267-5
**Supplement:** Supplementary file 3 — Supplementary Figure 3

Bellissimo et al. Supplementary Figure 3

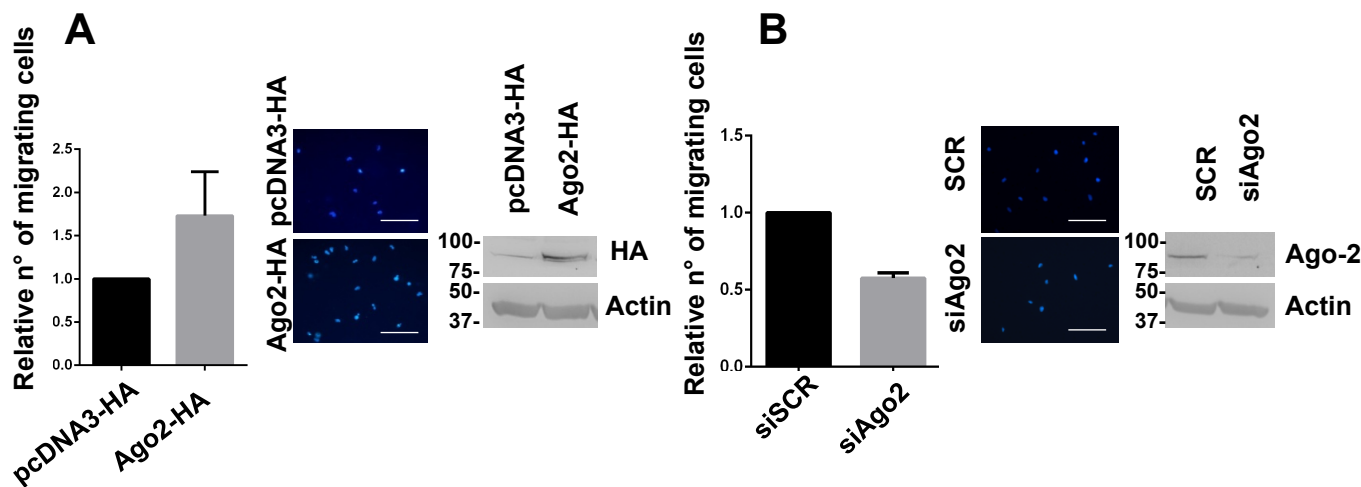

**Supplementary Figure 3: miR-145-5p overexpression inhibits migration with the contribution of Ago2:** (A) Transwell migration assay showing an increase of MDA-MB-231 migratory properties upon 72h of Ago2-HA overexpression and relative images (left panel) (Scale bars, 100  $\mu$ m); western blot analysis of Ago2-HA in the same condition (right panel); (B) Transwell assay showing a reduction of migratory properties after Ago2 silencing with relative images (left panel) (Scale bars, 100  $\mu$ m); western blot analysis performed upon 72h of Ago2 RNA interference (right panel);

# Supplementary material for: Argonaute 2 drives miR-145-5p-dependent gene expression program in breast cancer cells
**Source:** Cell Death Dis. 2019 Jan 8;10(1):17. doi: 10.1038/s41419-018-1267-5
**Supplement:** Supplementary file 4 — Supplementary Figure 4

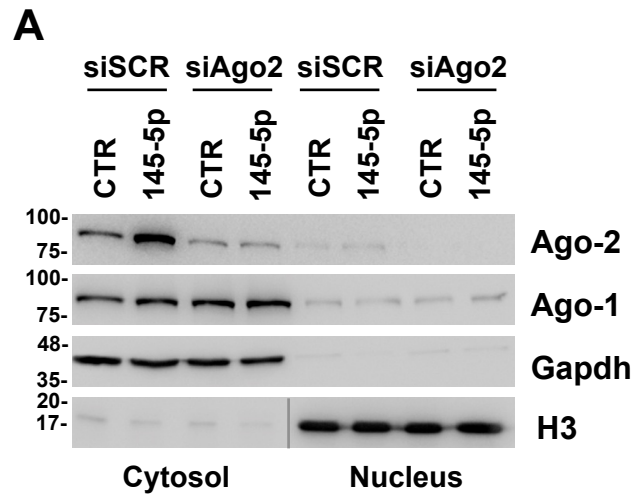

**Supplementary Figure 4:** Western blot analysis to determine Ago2 and Ago1 localization in MDA-MB-231 cells transfected for 48h with SCR-control mimic, SCR-miR-145-5p, in sample silenced for Ago2 (siAgo2) and in sample overexpressing miR-145-5p and silenced for Ago2 (siAgo2-145-5p). Equal amounts (40µg) of cytoplasmic fractions and nuclear fractions from each sample were analyzed. Gapdh and Histone H3 were used as markers of the cytoplasmic and nuclear fraction, respectively.

# Supplementary material for: Argonaute 2 drives miR-145-5p-dependent gene expression program in breast cancer cells
**Source:** Cell Death Dis. 2019 Jan 8;10(1):17. doi: 10.1038/s41419-018-1267-5
**Supplement:** Supplementary file 5 — Supplementary Figure 5

## Bellissimo et al. Supplementary Figure 5

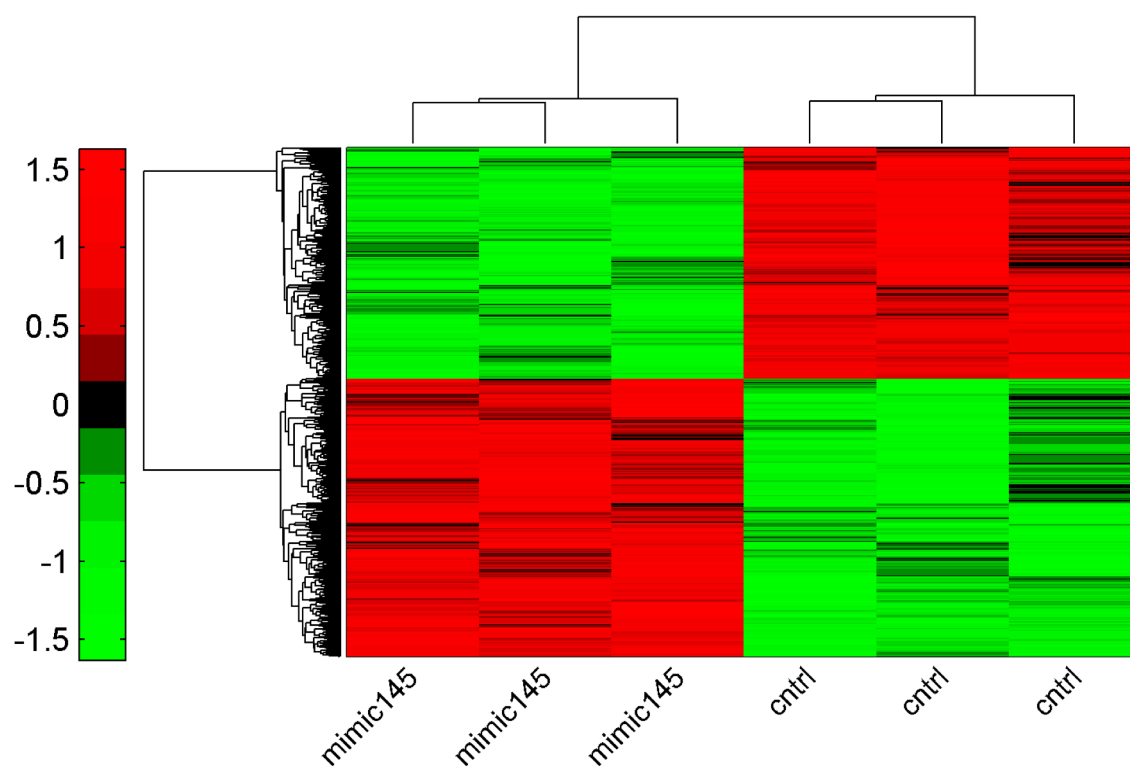

**Supplementary Figure 5.** Expression matrix of genes modulated by miR-145-5p expression in MDA-MB-231 cells.

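The direction of change was the same in all 3 replicate pairs for 4111 of the genes changed in control cells (99.8%). Between arrays of the same group, the correlation of the normalized log2 signals across genes was at least 0.963; genes are not independent replicates, so this describes the arrays and tests nothing.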

# Supplementary material for: Argonaute 2 drives miR-145-5p-dependent gene expression program in breast cancer cells
**Source:** Cell Death Dis. 2019 Jan 8;10(1):17. doi: 10.1038/s41419-018-1267-5
**Supplement:** Supplementary file 7 — Supplementary File 1

|        |             |            |             |           |             |             |          |              |             |              |         |                                                             |
|--------|-------------|------------|-------------|-----------|-------------|-------------|----------|--------------|-------------|--------------|---------|-------------------------------------------------------------|
| 953    | 0,047261675 | 0,04959009 | 0,219757013 | 1,4277676 | 1,934924973 | 0,507157386 | 0,371485 | 0,545978737  | 0,184451334 | 0,877059052  | ENTPD1  | ribose diphosphate diesterin-coding th protein G00000138185 |
| 54981  | 0,043531113 | 0,04968995 | 0,219884866 | -0,57103  | 6,662713493 | 7,233743798 | 0,847854 | -0,04521228  | 0,618317729 | 0,103212261  | NMRK1   | lactate ribosidein-coding th protein G00000106733           |
| 145483 | 0,050757279 | 0,04980881 | 0,219861007 | 0,5406356 | 6,906374676 | 6,365739052 | 0,780505 | 0,084610335  | 0,699172249 | 0,068600733  | FAM161B | ence similarin-coding th protein G00000156050               |
| 112939 | 0,050758802 | 0,04991345 | 0,220087583 | 0,5150444 | 9,627876254 | 9,112831896 | 0,074449 | 0,270899582  | 0,61850784  | 0,088904743  | NACC1   | combustion aain-coding th protein G00000160877              |
| 255403 | 0,016973984 | 0,04996658 | 0,220165103 | -0,64128  | 6,931430117 | 7,572710195 | 0,069911 | -0,369197884 | 0,701206555 | -0,077176558 | ZNF718  | finger proteain-coding th protein G00000250312              |

# Supplementary material for: Argonaute 2 drives miR-145-5p-dependent gene expression program in breast cancer cells
**Source:** Cell Death Dis. 2019 Jan 8;10(1):17. doi: 10.1038/s41419-018-1267-5
**Supplement:** Supplementary file 8 — Supplementary File 2

| entrezID | permutation p | ttest p    | FDR        | log2fold    | mean mimic145 | mean cntrl  | pval(4Vs3) | log2fold(4Vs3) | pval(3Vs1) | log2fold(3Vs1) | gene     |
|----------|---------------|------------|------------|-------------|---------------|-------------|------------|----------------|------------|----------------|----------|
| 58489    | 0,00204856    | 0,00353719 | 0,13078049 | -1,91520241 | 7,492661812   | 9,407864223 | 0,01782642 | -1,521502      | 0,85726417 | -0,0679232     | ABHD17C  |
| 120      | 0,00092521    | 0,0005261  | 0,09725733 | -1,26619313 | 6,974664128   | 8,240857257 | 0,04525323 | -0,4666652     | 0,04881644 | -0,2853258     | ADD3     |
| 164      | 0,00525576    | 0,00318379 | 0,12803349 | -0,6299136  | 7,514048435   | 8,143962036 | 0,07168218 | -0,3947662     | 0,20425781 | 0,13065005     | AP1G1    |
| 51107    | 0,00040038    | 0,0003319  | 0,08221823 | -1,22364305 | 8,402638814   | 9,626281864 | 0,02067643 | -0,6566915     | 0,41410726 | -0,0889987     | APH1A    |
| 160140   | 0,00561259    | 0,02256201 | 0,1827679  | -0,96731588 | 3,91424612    | 4,881562002 | 0,06585915 | -0,3356433     | 0,56839379 | 0,04950839     | C11orf65 |
| 865      | 0,0036634     | 0,01157054 | 0,15748605 | -0,88589664 | 7,919643202   | 8,805539844 | 0,06774889 | -0,4419551     | 0,0972547  | 0,3289785      | CBFB     |
| 55246    | 0,00157314    | 0,00763674 | 0,14895805 | -1,12521756 | 8,713620163   | 9,838837727 | 0,03819783 | -0,4956534     | 0,24777017 | -0,2228947     | CCDC25   |
| 124808   | 0,00172169    | 0,00143052 | 0,11285608 | -1,05331448 | 8,201356479   | 9,254670955 | 0,0677357  | -0,9165815     | 0,12596336 | 0,2438426      | CCDC43   |
| 1021     | 0,00954816    | 0,00813081 | 0,15098639 | -0,57825054 | 8,93227264    | 9,510523176 | 0,03392133 | -0,3859984     | 0,26312626 | 0,13905146     | CDK6     |
| 84984    | 0,01307643    | 0,02978972 | 0,19532783 | -0,62062639 | 6,420887197   | 7,041513591 | 0,3336359  | -0,5522555     | 0,0344319  | 0,20485496     | CEP19    |
| 92675    | 0,00071432    | 0,00068837 | 0,10397774 | -1,83830854 | 8,731795311   | 10,57010385 | 0,00248661 | -1,4429456     | 0,8539363  | -0,0173802     | DTD1     |
| 50848    | 0,00079317    | 0,00469824 | 0,13822364 | -1,24870979 | 6,793348514   | 8,042058305 | 0,01588564 | -0,5067611     | 0,01078713 | -0,772504      | F11R     |
| 10447    | 0,03024585    | 0,04940175 | 0,2197874  | -0,91410303 | 10,07712443   | 10,99122746 | 0,05904377 | -0,3614614     | 0,92666785 | 0,02686956     | FAM3C    |
| 404636   | 0,00062318    | 0,00476941 | 0,1386706  | -1,66049638 | 10,14428931   | 11,80478569 | 0,013813   | -1,9096595     | 0,15420164 | -0,1912143     | FAM45A   |
| 6624     | 0,00634266    | 0,01262033 | 0,15600287 | -1,60528472 | 5,528738673   | 7,134023389 | 0,0335024  | -0,9929808     | 0,16699113 | -0,2776574     | FSCN1    |
| 2764     | 0,00164469    | 0,00279321 | 0,122683   | -1,83816434 | 7,971589552   | 9,809753887 | 0,00092754 | -1,1471969     | 0,60572492 | -0,1166299     | GMFB     |
| 51280    | 0,00114277    | 0,005039   | 0,13993914 | -1,39474848 | 8,660078281   | 10,05482676 | 0,0109621  | -0,5498325     | 0,55052643 | -0,0985288     | GOLM1    |
| 4232     | 0,00259329    | 0,01157624 | 0,15739057 | -0,86926533 | 6,039913331   | 6,909178664 | 0,00250305 | -0,7956611     | 0,07206346 | 0,36187417     | MEST     |
| 64419    | 0,00347022    | 0,00232997 | 0,12125584 | -0,54516701 | 7,503141929   | 8,048308934 | 0,0368784  | -0,1956816     | 0,85816973 | -0,0128762     | MTMR14   |
| 4644     | 0,03245113    | 0,03922249 | 0,20796586 | -0,54879993 | 6,846120668   | 7,3949206   | 0,38099202 | -0,2307837     | 0,30358653 | -0,1933673     | MYO5A    |
| 57447    | 0,0134944     | 0,01952358 | 0,17599584 | -0,64559824 | 5,722167844   | 6,367766086 | 0,1852214  | -0,2204273     | 0,18293568 | -0,1640955     | NDRG2    |
| 4697     | 0,00032009    | 9,6507E-05 | 0,06291199 | -1,23763454 | 12,6425898    | 13,88022434 | 0,00303337 | -0,8652383     | 0,05477939 | -0,2215211     | NDUFA4   |
| 8508     | 0,00643671    | 0,00444599 | 0,13870985 | -0,68463138 | 6,380529134   | 7,065160513 | 0,19912533 | -0,1455082     | 0,14396522 | -0,195199      | NIPSNAP1 |
| 4893     | 0,00362739    | 0,00999522 | 0,15284001 | -0,56767533 | 9,442371994   | 10,01004732 | 0,00087658 | -0,6008029     | 0,15431195 | 0,16278345     | NRAS     |
| 4521     | 0,00423608    | 0,00249    | 0,12190132 | -0,90834419 | 9,502556606   | 10,41090079 | 0,02123045 | -0,557177      | 0,47132392 | 0,08942301     | NUDT1    |
| 5281     | 0,00045266    | 0,00160301 | 0,11543535 | -1,29005588 | 6,897523924   | 8,187579806 | 0,00479165 | -1,0718324     | 0,04599524 | -0,4183814     | PIGF     |
| 5420     | 0,01795956    | 0,01783664 | 0,17020331 | -0,61801369 | 8,994443733   | 9,612457425 | 0,00642346 | -0,5040696     | 0,57297433 | 0,06715902     | PODXL    |
| 5530     | 0,00054371    | 0,00277519 | 0,1254502  | -1,3553487  | 8,657236134   | 10,01258484 | 0,00091747 | -0,8071689     | 0,0110861  | -0,3838394     | PPP3CA   |
| 6772     | 0,00603262    | 0,02205816 | 0,18117469 | -0,61202708 | 8,146640044   | 8,758667122 | 0,44386177 | -0,0998132     | 0,0287661  | -0,4909622     | STAT1    |
| 23075    | 0,00075019    | 0,00568551 | 0,14255151 | -1,41502923 | 7,507609912   | 8,922639145 | 0,00137865 | -1,2558911     | 0,86694295 | -0,0173781     | SWAP70   |
| 56674    | 0,00080744    | 0,00410902 | 0,13608074 | -1,89691805 | 7,068176974   | 8,965095023 | 0,02551351 | -1,1407028     | 0,40471453 | -0,0480991     | TMEM98   |
| 29766    | 0,00700919    | 0,01515331 | 0,16221981 | -1,40270445 | 9,046821422   | 10,44952587 | 0,00089112 | -1,1807319     | 0,69124923 | -0,1076817     | TMOD3    |
| 7105     | 0,00183341    | 0,00124427 | 0,11249254 | -0,82357108 | 8,974282055   | 9,79785313  | 0,00795775 | -0,3092479     | 0,04809092 | -0,2144014     | TSPAN6   |
| 64854    | 0,01525974    | 0,01391742 | 0,15946398 | -1,06436658 | 6,577127649   | 7,641494228 | 0,06756378 | -0,8423726     | 0,18849532 | 0,2760044      | USP46    |
| 7525     | 0,01799364    | 0,01516219 | 0,1620348  | -0,84244324 | 7,992935304   | 8,835378542 | 0,03589345 | -0,6690982     | 0,21550917 | -0,231723      | YES1     |
| 51441    | 0,00219258    | 0,00749216 | 0,14823899 | -1,28326495 | 8,94205328    | 10,22531823 | 0,00456816 | -0,7308608     | 0,0481604  | -0,5238912     | YTHDF2   |

# Supplementary material for: Argonaute 2 drives miR-145-5p-dependent gene expression program in breast cancer cells
**Source:** Cell Death Dis. 2019 Jan 8;10(1):17. doi: 10.1038/s41419-018-1267-5
**Supplement:** Supplementary file 10 — Supplementary Table 1

**Supplementary Table 1: Primers used for RT-qPCR**

| Gene      | Sequence                       |
|-----------|--------------------------------|
| GOLM1 fw  | CAGCGTGAAAAGCGGAATC            |
| GOLM1 rev | TCGGCCCTGTTGTGAAATA            |
| H3 fw     | GTGAAGAAACCTCATCGTTACAGGCCTGGT |
| H3 rev    | CTGCAAAGCACCAATAGCTGCACTCTGGAA |
| JAM-A fw  | TCACCGCCTATCATCTGCAT           |
| JAM-A rev | CAGCAGTGGTAGGAAAGGGA           |
| AGO2 fw   | AGGCTGCTCTAACCCTCTTG           |
| AGO2 rev  | GCTGTGCCTTGTAACACGCT           |
| AGO1 fw   | CCGGCATCTCAAGAACACCT           |
| AGO1 rev  | CGTTCTTCACCTGCACACAC           |
| DECR1 fw  | CGGCCAGGGTTTTCTTTACT           |
| DECR1 rev | AGCATCGCTTTTTGAAGAGG           |
| GFM2 fw   | TGACCAACTTGAGGATATTTGC         |
| GFM2 rev  | ATGGGAGGATTGATGATGGA           |
| DOCK9 fw  | GCTGCTCTTCCCTTACGATG           |
| DOCK9 rev | GACCCTGTCGTCTCAGGATG           |
| VDAC3 fw  | GGCGTTGGTTTGAAGACCT            |
| VDAC3 rev | GACCATGCCAAAGCCATATC           |
| ETFB fw   | GCAGAGAAGGAGAAGGTGGA           |
| ETFB rev  | CCTGTGGCCAGTCAAGAAAT           |

# Supplementary material for: Argonaute 2 drives miR-145-5p-dependent gene expression program in breast cancer cells
**Source:** Cell Death Dis. 2019 Jan 8;10(1):17. doi: 10.1038/s41419-018-1267-5
**Supplement:** Supplementary file 11 — Supplementary Table 2

**Supplementary Table 2:** Clinical characteristics of Breast Cancer patients

How the deposited data were processed for this re-analysis (not part of the article)

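Gene expression was measured in MDA-MB-231 cells on 12 Agilent SurePrint G3 Human Exon arrays, 3 for each of the groups cntrl, mimic145, sirnaAGO2 and sirnaAGO2+mimic145. Groups and replicate numbers were taken from the sample labels, and doses and times from the paper's methods. The authors labelled the RNA with a single dye and read the slides with Feature Extraction 10.7.3.1. For each array the authors deposited the processed signal, an intensity corrected for background and for trends across the array, with no normalization between arrays. The authors also deposited a table of log2 values for 217027 probes, quantile normalized between the 12 arrays after values under 1 were set to 1. The columns of that table follow the background-subtracted intensity of their own arrays, and it was used here as an alternative source.

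Of the 420288 spots of an array, 411345 were not controls, and between 304 and 462 of an array's spots were outliers by Feature Extraction and were left out. No spot was saturated. Intensities under 1 were set to 1, quantile normalized over the 12 arrays and log2 transformed, the order given in the paper's methods. The input here was the processed signal, which had 0 spots under 1 on every array, so that the first step changed nothing; of the background-subtracted intensity, which the authors' table follows, 4.73% to 10.1% of the spots of an array were under 1. After these steps the spots of a probe were averaged. Of 233164 probes, 209671 (89.9%) were assigned to 20708 genes through the transcript accession of the probe, and 23493 were not and were left out. The filter on dim probes left 18253 genes. Where no filter was used there were 20706 genes, and with only probes well above background on all 12 arrays 16396. The calculations used R 4.3.3, limma 3.58.1 and data.table 1.17.8, and the plots Python 3.11.15, matplotlib 3.10.9 and pandas 2.3.3.

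A linear model with the 4 groups and the replicate number as a block was fitted to all 12 arrays with limma's lmFit and eBayes. The pairing comes from the replicate numbers in the labels and from the paired test named in the paper's methods. It was checked by the correlation, across genes, of the deviations of arrays from the mean of their group: for the 18 pairs of arrays with the same replicate number it ran from 0.148 to 0.576, and for arrays with different numbers from -0.497 to 0.201. The comparisons were mimic145 with cntrl, sirnaAGO2+mimic145 with sirnaAGO2, sirnaAGO2 with cntrl, and the difference between the first pair of comparisons. Tests were two-sided, with Benjamini-Hochberg adjustment over all genes of a comparison. AGO2 and its paralogs were also compared by exact permutation tests of 3 arrays against 3, whose smallest p is 0.1. Lists of genes were tested with limma's camera, with its preset correlation, and with fry, adjusted over 12 tests. The lists were the genes of Supplementary File 2, 194 genes of adhesion molecules and 59 RAB genes, the last pair chosen by symbol.

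The genes named in the text are the genes that the paper names for the array experiment, the Argonaute genes, and for each comparison the 3 genes with the largest rise and the 3 with the largest fall among those that passed, had at least 3 kept probes and changed in the same direction in all 3 replicate pairs. Not every gene that meets this rule is named. Any other gene named is marked as chosen after its values were seen. The share of the mimic effect that remained in Ago2-silenced cells was estimated in the replicate left out of the choice of genes, which were those that differed by over 0.5 in the same direction in the other pair of replicates.

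The methods were tested on simulated arrays drawn with the means and the spread of the 18253 genes, with 200 genes changed by 1. In control cells, 85.5% of the changed genes were found where the effect was lost in silenced cells, and where no gene was changed limma called 0 genes in each comparison. A planted list of 30 genes shifted by -0.50 passed by camera and by fry, and 0 of 20 random lists passed either test.

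The choices above and the alternatives were fixed before the data were examined, apart from those named as chosen later. The alternatives were scaling by the 75th percentile, normexp with an offset of 50, the authors' log2 table, both other filters, the median over probes, no replicate block, the slide as a block, only the arrays of the groups compared, an intensity trend in eBayes, the methods' t-test, other thresholds, and leaving out each replicate and each array. Normexp used the median spot intensity. For silencing alone, the slide was a random block in place of the replicate block. All slides were scanned on 1 day, so a block for the scan day was not fitted. Genes with a seed site of miR-145-5p were not analysed here, as no 3′ UTR sequences were used. The survival cohorts, blots, immunoprecipitations, migration assays and RT-qPCR of the paper were not analysed here, and neither were Supplementary Files 1 and 3.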

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

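The tests of selection on control cells, of compressed signal, of single poor arrays, of slides and of the same weakening of every gene were chosen only after the result was seen.

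The effect of the mimic differed between control and Ago2-silenced cells for 2 genes by the test of the difference itself (limma, adjusted p under 0.05), and at an unadjusted p under 0.05 for 3061 genes. By the methods' t-test 1889 genes passed at p of at most 0.05 and 0 after adjustment. SAA2-SAA4, 1 of these genes and chosen after its values were seen, had log2 changes with the mimic of -1.72 in control cells and -0.64 in silenced cells and passed in 9 of 26. It is measured by 2 probes and is a readthrough of a pair of paralogs, so signal shared between paralogs stays open for it. With a replicate or an array left out, 3 genes passed without mimic145 replicate 2 and 0 by limma otherwise, with at least 1781 at an unadjusted p under 0.05. Other processing raised the count, to 150 with normexp, 294 with only probes well above background on all 12 arrays, 99 with an intensity trend and 33 with the authors' table. Of the 10 ways to split the 12 arrays for this test, 1 gave as many genes, the real one, and among the 4 that part all pairs again 1. The 10 splits alone cannot exclude chance.

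The few genes that pass stand beside a weaker effect of the mimic over the genes chosen in control cells, with a ratio of mean effects of 0.545 ± 0.138 (SD, n = 3 replicates left out) in silenced over control cells. Several technical explanations are argued against by the tables. Selection of genes on the control arm would leave a ratio near 1 in the replicate that took no part in the selection, and the highest of the 3 ratios was 0.661. The size of the weakening does depend on the arm used to choose the genes: with genes chosen in Ago2-silenced cells (961, 308 and 318 genes), control over silenced was 1.43, 1.04 and 0.984 in the replicates left out, so replicates 2 and 3 show almost no weakening of those genes. Compressed signal on the arrays of Ago2-silenced cells would lower the slope of their spike-in controls, and that slope was 0.974 of the slope on the other arrays. A single poor array would leave a ratio near 1 in the other replicates. The array sirnaAGO2+mimic145 replicate 2 had the highest signal of the negative controls, and the higher ratio of replicates 1 and 3 was 0.582. Replicate 1 had the lowest ratio (0.393), and the higher ratio of replicates 2 and 3 was 0.661. Without replicate 1 also in the choice of genes the mean ratio was 0.790, so replicate 1 sets part of the size. The genes chosen in silenced cells showed almost no weakening in replicates 2 and 3, so a poor array in replicate 1 is not excluded. Without sirnaAGO2+mimic145 replicate 1, the count of genes changed in silenced cells rose from 1324 to 2291. Quantile normalization was replaced by 75th percentile scaling, and the highest ratio was then 0.699. The loss of the whole effect for most genes is not settled by direction. Of the genes changed in control cells, 69.8% went the same way in all 3 silenced pairs, compared with 24.9% of genes with an unadjusted p over 0.5 in control cells. Position on the slide, alike for the mimic arrays of both arms, could also give this agreement. Loss is argued against for the targets cited in the paper's introduction as a set, whose mean change in silenced cells was -0.62 ± 0.12 (SD, n = 3 pairs). The same weakening of every gene is argued against as well: the ratio from genes chosen in control cells and the inverse ratio from genes chosen in silenced cells would multiply to about 1, and the highest of the 3 products was 0.686 (mean 0.606 ± 0.0691 SD). On simulated arrays with a common ratio the products were 0.826 to 1.41. No single gene is shown to depart: 0 did after adjustment by limma, and 2499 (13.7%) at an unadjusted p under 0.05, where chance alone gives 913.

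Slides stay open. No slide held arrays of both arms (0 of 6), so a difference shared by the 3 slides of an arm cannot be told apart from silencing, for the size of the weakening and for its spread over genes. Partial silencing, which left 60.9% of the AGO2 transcript, is an open biological explanation that was not tested.

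AGO2 silencing alone, for which the paper's supplementary tables give values of genes modulated by the mimic and which was taken here over all genes, changed 471 genes between sirnaAGO2 and cntrl, 309 lower and 162 higher, each in the same direction in all 3 pairs. The largest falls were those of COMMD8 (-1.67), POLR3GL (-1.51) and SHOC1 (-1.47), each larger than that of AGO2 (-0.71). The largest rises were those of POLR3G (1.01), PSAT1 (1.00) and ARL6IP1 (0.92). SHOC1 rests on 3 probes, 1 of them dim. Variation from slide to slide is argued against for 36 of these genes, which passed with the slide as a random block. It stays open for the other 435. That fit had no replicate block, and with neither block 48 genes passed, so the drop from 471 does not measure slides alone. COMMD8 (adjusted p = 0.00111) and POLR3GL (adjusted p = 0.00111) are among the 36, by limma. No slide held arrays of both arms (0 of 6). For the genes other than AGO2, a difference shared by the 3 slides of an arm therefore cannot be told apart from silencing. The count rests on single arrays: it was 26 without cntrl replicate 1, 186 without cntrl replicate 2, 92 without cntrl replicate 3, 23 without sirnaAGO2 replicate 1, 61 without sirnaAGO2 replicate 2 and 23 without sirnaAGO2 replicate 3. It was also 289 without mimic145 replicate 1 and 308 without sirnaAGO2+mimic145 replicate 3, arrays of the other groups that share the estimate of the spread. Of 10 splits of the 6 arrays, 1 gave as many genes, the real one, and the others gave 0 by limma, so that the splits of 3 arrays against 3 alone cannot exclude chance. The groups differ in the siRNA given, against Ago2 or the negative control of the paper's methods. A lower level of Ago2 stays open as an explanation, and so does any other effect of this siRNA. The design cannot tell them apart, and neither was tested.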

How the results depend on the processing

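The settings that combine the authors' log2 table, no filter on dim probes and the median over probes were chosen after seeing the data, as were the ratio of mean effects and the counts of the adhesion and RAB lists under the alternatives. The cause of a change was not tested unless it is named.

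For the effect of the mimic in control cells, 4119 genes, the count stayed within 1.5 times under the other scalings, sources, filters and summaries of probes, with the slide as a block and with an intensity trend (3233 to 4957). It was 1816 with only the arrays of the groups compared, where fewer arrays estimate the spread. With a log2 change over 0.5 required as well, 1559 genes passed at an adjusted p under 0.05, 1726 at an unadjusted p by limma and 1199 by the methods' t-test. The methods' t-test alone passed 3866 genes at p of at most 0.05 and 0 after adjustment. The later combination with a two-sample test with unequal variances passed 1449.

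In Ago2-silenced cells, 1324 genes, the count was 2393 with 75th percentile scaling, 2197 with normexp, 2033 with the authors' table, 2091 with only probes well above background on all 12 arrays, 317 with the slide as a block and 607 with the later combination. With only the arrays of the groups compared 0 genes passed by limma, with 4626 at an unadjusted p under 0.05. The methods' t-test passed 2598 at p of at most 0.05, 392 with a log2 change over 0.5 and 0 after adjustment; limma passed 587 with both criteria, and the two-sample test 663. The share of changed genes that were higher, 58.2%, was 80.1% with 75th percentile scaling, 76.1% with only probes well above background on all 12 arrays and 70.3% with the median over probes. It moved the other way under some settings. It was 48.4% with no filter on dim probes, 29.5% with no replicate block and 34.4% without sirnaAGO2+mimic145 replicate 3.

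For the difference between the effects, 2 genes, 150 passed with normexp, 33 with the authors' table, 5 with no filter, 294 with only probes well above background on all 12 arrays, 99 with an intensity trend and 1 with the later combination. With the slide as a block 0 passed by limma and 2575 had an unadjusted p under 0.05. The methods' t-test passed 1889 at p of at most 0.05, 365 with a log2 change over 0.5 and 0 after adjustment, and limma 821 at an unadjusted p with a log2 change over 0.5.

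After silencing alone, 471 genes, the count was 832 with normexp, 1122 with the stricter filter, 238 with the median over probes, 36 with the slide as a random block, 235 with only the arrays of the groups compared, 74 with the later combination and 216 with a log2 change over 0.5. The methods' t-test passed 3194 at p of at most 0.05, 264 with a log2 change over 0.5 and 0 after adjustment.

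The pairing by replicate number moved several counts. With no replicate block, 1987 genes changed in control cells, 78 in Ago2-silenced cells and 48 after silencing alone, and 0 passed for the difference between the effects by limma, with 1379 at an unadjusted p under 0.05. The share also called in silenced cells was then 3.72%. Of the adhesion list 17 genes passed in control cells and 1 in silenced cells, and of the RAB list 6 and 0, with 0 genes of either list for the difference between the effects.

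The share of 19.3% also called in Ago2-silenced cells was 6.80% with the slide as a block, 12.4% with the later combination and 0% with only the arrays of the groups compared, where no gene passed in silenced cells. Under the other processing alternatives it was between 13.7% and 27.1%. The slope of 0.474 in the replicate left out was 0.316 with the later combination. With the genes chosen in Ago2-silenced cells instead, the slope of control on silenced was 0.759, and the ratio of control over silenced 1.15, beside the ratio of 0.545 for silenced over control.

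The medians of the miRTarBase list moved with normexp, to -0.78 in control cells and -0.50 in silenced cells, and with the stricter filter to -0.91 in control cells. AGO2 after silencing moved from -0.71 to -0.55 with normexp. The 18 adhesion genes in silenced cells became 36 with 75th percentile scaling, 29 with normexp, 28 with the authors' table and 11 with no filter, and the 5 RAB genes became 8 with normexp and 0 with the later combination (limma). For the difference between the effects, 4 adhesion genes passed with normexp and 3 with the stricter filter; the RAB list had 0 by limma under every setting, with 10 at an unadjusted p under 0.05 in the values as reported.

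Leaving out a replicate or an array moved the counts as well. In control cells the count ran from 1211 (without replicate 1) to 4430; it was 1700 without replicate 3, 2324 without replicate 2 and 2554 without mimic145 replicate 1. In Ago2-silenced cells it ran from 0 to 2291 (without sirnaAGO2+mimic145 replicate 1). It was 0 by limma without replicate 2, with 2830 genes at an unadjusted p under 0.05, and without replicate 3, with 3505, and 384 without replicate 1. Single arrays gave 403, 77 and 76 without sirnaAGO2 replicates 1, 2 and 3, 263 and 122 without sirnaAGO2+mimic145 replicates 2 and 3, and 827, 764 and 855 without cntrl replicate 1, cntrl replicate 2 and mimic145 replicate 1. For the difference between the effects the count ran from 0 to 3 (without mimic145 replicate 2); at an unadjusted p under 0.05 it was at least 1781. After silencing alone it ran from 0 to 588, with 0 without replicate 3 by limma (2720 at an unadjusted p under 0.05), 1 without replicate 1 and 11 without replicate 2. The share called in both arms ran from 0% to 24.7%, the slope from 0.345 to 0.535, and the ratio from 0.410 to 0.790. The adhesion list ran from 14 to 32 genes in control cells and from 0 to 38 in silenced cells, and the RAB list from 3 to 17 and from 0 to 5. With fewer arrays the spread is estimated from fewer values.

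For the named genes, 2954 values under the processing alternatives kept their direction and their side of the threshold, 166 no longer passed, 70 passed only there, and 98 changed direction. Of the latter, only RTKN with the mimic in silenced cells had passed (-0.40 as reported, adjusted p = 0.0243 from limma), and none passed with the changed direction. The causes were not tested. Under 75th percentile scaling these were, with the mimic in control cells MAP3K4 (0.0607); with the mimic in silenced cells AGO2 (0.0182), AGO1 (0.0365), ABCD4 (0.0303), NDRG2 (0.0105), COMMD8 (0.13), SHOC1 (0.0784); for the difference between the effects PIGF (0.0458), YES1 (0.0115), COMMD8 (0.0807); after silencing alone AGO3 (-0.0284), CCNG1 (-0.0175), PCDH1 (-0.0271), ABCD4 (-0.0276), MTMR14 (-0.00796), SNRPC (-0.0121), STAT3 (-0.0114). Under normexp these were, with the mimic in silenced cells GAPDH (0.00373); for the difference between the effects ABHD17C (-0.0220), PIGF (0.0748), YES1 (0.0192); after silencing alone AGO3 (-0.00426), ABCD4 (-0.0306), MTMR14 (-0.0134). Under the authors' table these were, with the mimic in control cells MAP3K4 (0.0104); with the mimic in silenced cells GAPDH (0.0224); for the difference between the effects PIGF (0.00500), YES1 (0.0146); after silencing alone AGO3 (-0.00428), ABCD4 (-0.0383), MTMR14 (-0.00702). Under no filter these were, with the mimic in control cells AGO4 (-0.0652), CDH2 (-0.0350); with the mimic in silenced cells AGO4 (-0.0777); for the difference between the effects AGO4 (-0.0124); after silencing alone PCDH1 (-0.00679), C11orf65 (-0.0752), SNRPC (-0.00173). Under the stricter filter these were, with the mimic in control cells CDH2 (-0.0500); with the mimic in silenced cells AGO1 (0.0263), ABCD4 (0.0526), RTKN (0.0531), ABCC1 (0.0235), GAPDH (0.0149), NDRG2 (0.00480), COMMD8 (0.0278); for the difference between the effects PIGF (0.0687), YES1 (0.14); after silencing alone AGO3 (-0.00665), ABCD4 (-0.0433), SWAP70 (-0.00983). Under the median over probes these were, with the mimic in control cells AGO4 (-0.00855), MAP3K4 (0.0611), CDH2 (-0.0129), COMMD8 (-0.0355); with the mimic in silenced cells AGO2 (0.0229), AGO1 (0.0725), ABCD4 (0.0487), CDH2 (-0.0708), TUBA1A (-0.0237); for the difference between the effects AGO1 (0.0248), CDH2 (-0.0579), ACTB (0.00162), TUBA1A (-0.0417), PIGF (0.18), YES1 (0.0677); after silencing alone ABCB10 (-0.0375), ABCD4 (-0.20), TUBA1A (0.0473), DTD1 (0.00700), MTMR14 (-0.0174), SWAP70 (-0.0157), SNRPC (-0.0571), STAT3 (-0.0403). Under the later combination these were, with the mimic in control cells AGO4 (-0.00309), MAP3K4 (0.0643), CDH2 (-0.30), COMMD8 (-0.13); with the mimic in silenced cells AGO2 (0.12), AGO1 (0.12), ABCD4 (0.0822); for the difference between the effects AGO1 (0.0752), CCNG1 (-0.0458), ACTB (0.0469), TUBA1A (-0.0226), PIGF (0.22), YES1 (0.0683); after silencing alone PCDH1 (-0.0974), ABCB10 (-0.0675), ABCD4 (-0.20), VDAC3 (-0.0470), TUBA1A (0.0795), ABHD17C (-0.0679), C11orf65 (-0.0385), MTMR14 (-0.0129), SWAP70 (-0.0174), SNRPC (-0.0674), STAT3 (-0.0535).

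With replicates or arrays left out, 4017 values kept direction and side, 357 no longer passed, 12 passed only there and 114 changed direction, none of which passed in either setting. The lowest and highest values of the 39 results concerned were, with the mimic in control cells AGO3 (-0.12 to 0.0129), AGO4 (-0.00998 to 0.11), MAP3K4 (-0.0274 to 0.0346), ABCA11P (-0.39 to 0.16), COMMD8 (-0.0813 to 0.11); with the mimic in silenced cells GAPDH (-0.0733 to 0.0747), C11orf65 (-0.62 to 0.0159), COMMD8 (-0.0941 to 0.0698), POLR3GL (-0.0699 to 0.19); for the difference between the effects AGO3 (-0.19 to 0.00811), AGO4 (-0.0448 to 0.0826), ABCA11P (-0.47 to 0.24), ACTB (-0.12 to 0.0624), TUBA1A (-0.00835 to 0.11), ABHD17C (-0.13 to 0.13), C11orf65 (-0.10 to 0.78), CCDC43 (-0.0616 to 0.42), NRAS (-0.14 to 0.0353), PIGF (-0.22 to 0.0930), YES1 (-0.20 to 0.19), IL24 (-0.23 to 0.24), STAT3 (-0.0427 to 0.11), ARL6IP1 (-0.34 to 0.13), COMMD8 (-0.14 to 0.0559); after silencing alone AGO3 (-0.0439 to 0.0341), CCNG1 (-0.0486 to 0.0962), MAP3K4 (-0.0111 to 0.16), PCDH1 (-0.16 to 0.12), ABCD4 (-0.0327 to 0.0250), ABCE1 (-0.0827 to 0.14), RTKN (-0.0638 to 0.0469), ACTB (-0.0810 to 0.0232), C11orf65 (-0.0578 to 0.59), DTD1 (-0.0958 to 0.0440), FAM3C (-0.00197 to 0.13), MTMR14 (-0.0466 to 0.0677), TMEM9B (-0.0889 to 0.000634), SNRPC (-0.0827 to 0.13), STAT3 (-0.0613 to 0.0856).

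The medians of the miRTarBase list and the fall of AGO2 after silencing stayed within the spread between replicates under every setting that left out a replicate or an array. Signal over background limits the genes with dim probes such as FSCN1. A block for the scan day was not run, since there was 1 day, and the median of genes with a seed site was not run, since no 3′ UTR sequences were used.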

Differences from the paper's values

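The combination of the authors' log2 table, no filter on dim probes and the median over probes, and the two-sample test with unequal variances used with it, were chosen only after the values were seen. All other alternatives were set before the data were examined.

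The paper reports 1538 modulated transcripts, and 4119 genes changed here. The paper's counts and those here rest on unlike rules. Each of the 36 genes of Supplementary File 2 has a false discovery rate above 0.05 there, with a t-test p under 0.05 and a fall of over 0.5. The 4119 genes here needed an adjusted p under 0.05 and no minimum size. The count is within 1.5 times the paper's with no replicate block (1987), with only the arrays of the groups compared (1816), without replicate 1 (1211), without replicate 3 (1700), and with a log2 change over 0.5 at an unadjusted p by limma (1726) or by the methods' t-test (1199) or at an adjusted p (1559). It is also within it under the two-sample test with a log2 change over 0.5, chosen after seeing the values (1449). It is not under the other alternatives, which gave 2324 to 4957, or 0 in the case of the methods' t-test after adjustment (3866 at p of at most 0.05).

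The paper reports 698 downregulated transcripts, and 2005 genes were lower here. The count is within 1.5 times the paper's with only the arrays of the groups compared (1005), without replicate 1 (720), without replicate 3 (946), and with a log2 change over 0.5 by the methods' t-test (697) or at an adjusted p (942), as well as under the two-sample test chosen after seeing the values (659). Under the others it was 1057 to 2302, or 0 by the methods' t-test after adjustment (1776 at p of at most 0.05).

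The paper reports 840 upregulated transcripts, and 2114 genes were higher here. The count is within 1.5 times the paper's with no replicate block (930), with only the arrays of the groups compared (811), without replicate 2 (1096), without replicate 3 (754), without mimic145 replicate 1 (1216), with a log2 change over 0.5 at an unadjusted p by limma (661) or at an adjusted p (617), and under the two-sample test chosen after seeing the values (790). Under the others it was 491 to 2997, or 0 by the methods' t-test after adjustment (2090 at p of at most 0.05).

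The diagrams of Fig. 6b give about 110 transcripts lower in both arms, read by eye, and 446 genes were lower in both here. The count is within 1.5 times of it with the slide as a block (140), without replicate 1 (114), without sirnaAGO2 replicate 1 (144), without sirnaAGO2+mimic145 replicate 2 (118), with a log2 change over 0.5 by the methods' t-test (125), and with the combination chosen after seeing the values by limma (153) or the two-sample test (100). For transcripts higher in both arms Fig. 6b gives about 110, read by eye, and 348 genes were higher in both here. That count is within 1.5 times with the slide as a block (80), without sirnaAGO2 replicate 1 (120), without sirnaAGO2+mimic145 replicate 2 (102), with a log2 change over 0.5 by limma at an unadjusted p (127) or an adjusted p (103), and under the two-sample test chosen after seeing the values (98). All other alternatives lie outside for these counts.

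For transcripts lower in control cells only, Fig. 6b gives about 590, read by eye, and the count here was 1559. It is within 1.5 times without replicate 1 (606), with a log2 change over 0.5 by limma at an unadjusted p (787), by the methods' t-test (572) or at an adjusted p (751), and under the two-sample test chosen after seeing the values (559). For transcripts higher in control cells only, Fig. 6b gives about 730, read by eye, and the count here was 1766. It is within 1.5 times with no replicate block (910), with only the arrays of the groups compared (811), without replicate 3 (754), without mimic145 replicate 1 (1020), with a log2 change over 0.5 by limma at an unadjusted p (534) or an adjusted p (514), and under the two-sample test chosen after seeing the values (692). The other alternatives lie outside for both counts. The paper's shares of lost and retained transcripts and its counts of transcripts changed only in Ago2-silenced cells are within 1.5 times of the values here.

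Supplementary File 2 gives log2 fold changes for 36 genes in 3 comparisons, which were compared under 7 alternatives. Of the values here, 11 with the mimic in control cells, 9 with the mimic in Ago2-silenced cells and 7 after silencing alone differ from the paper's by more than the spread between replicates or in sign. With the combination chosen after seeing the values, the log2 fold changes of 28 genes equal the paper's within 0.0001 in all 3 comparisons, and with the two-sample test 28 p-values equal the paper's within 0.1%. That test is not the paired test that the paper's methods name.

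With the mimic in control cells, the paper gives -1.92 for ABHD17C and the value here was -1.31; for DTD1 -1.84 and -1.55; for F11R -1.25 and -1.60; and for YES1 -0.84 and -0.69. These values come within the spread with the median over the probes and with the combination chosen after seeing the values, and under no other alternative. For ADD3 the paper gives -1.27 and the value here was -1.35, within the spread under every alternative except normexp. For FSCN1 the paper gives -1.61 and the value here was -2.16, within it with 75th percentile scaling, the authors' table, the median over the probes and the combination chosen after seeing the values. For PODXL the paper gives -0.62 and the value here was -0.78, within it with normexp, the authors' table, the median over the probes and the combination chosen after seeing the values. For TMEM9B, printed as TMEM98, the paper gives -1.90 and the value here was -1.73, within it with only probes well above background on all 12 arrays, the median over the probes and the combination chosen after seeing the values. For NDRG2 the paper gives -0.65 and the value here was -0.55, and for YTHDF2 -1.28 and -0.55, within it only with the combination chosen after seeing the values. For DENND10, printed as FAM45A, the paper gives -1.66 and the value here was -1.25, within it under no alternative.

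With the mimic in Ago2-silenced cells, the paper gives -1.52 for ABHD17C and the value here was -1.30; for CCDC25 -0.50 and -0.70; and for DTD1 -1.44 and -1.21. These come within the spread with the median over the probes and the combination chosen after seeing the values only. For F11R the paper gives -0.51 and the value here was -0.92, within it with normexp and the combination chosen after seeing the values. For FSCN1 the paper gives -0.99 and the value here was -1.53, within it with 75th percentile scaling, normexp, the median over the probes and the combination chosen after seeing the values. For GMFB the paper gives -1.15 and the value here was -1.33, and for NIPSNAP1 -0.15 and -0.22. Both come within it with 75th percentile scaling, only probes well above background on all 12 arrays, the median over the probes and the combination chosen after seeing the values, and NIPSNAP1 also with normexp. For YTHDF2 the paper gives -0.73 and the value here was -0.21, within it only with the combination chosen after seeing the values, and for DENND10 -1.91 and -1.02, within it under no alternative.

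After silencing alone, the paper gives -0.0679 for ABHD17C and the value here was 0.18, and for YTHDF2 -0.52 and -0.24, within the spread and of the same sign only with the combination chosen after seeing the values. For F11R the paper gives -0.77 and the value here was -0.69, within it with 75th percentile scaling, only probes well above background on all 12 arrays, the median over the probes and the combination chosen after seeing the values. For MEST the paper gives 0.36 and the value here was 0.23, within it with the median over the probes and the combination chosen after seeing the values. For MTMR14 the paper gives -0.0129 and the value here was 0.0115, with the paper's sign under 75th percentile scaling, normexp, the authors' table, the median over the probes and the combination chosen after seeing the values. For PIGF the paper gives -0.42 and the value here was -0.39, within it with 75th percentile scaling, only probes well above background on all 12 arrays and the combination chosen after seeing the values. For SWAP70 the paper gives -0.0174 and the value here was 0.0306, with the paper's sign with only probes well above background on all 12 arrays, the median over the probes and the combination chosen after seeing the values.

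The paper's text counts 35 genes of the miRTarBase list, and its table lists 36. Of the 13 genes that the paper names as downregulated for proliferation, motility and chemoresistance apart from the RAB family, 10 were lower here with an adjusted p under 0.05 by limma. The paper places PCDH1 among the genes that fell, and it was higher here, by 0.65 (adjusted p = 0.00979), and higher under all 26 alternatives and under the two-sample test chosen after seeing the values (0.84). It places MAP3K4 and ABCA11P there too, with log2 fold changes here of -0.00 (adjusted p = 0.977) and -0.18 (adjusted p = 0.601), and no setting called either of them lower.

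The paper describes DECR1, GFM2, DOCK9, VDAC3 and ETFB as the top downregulated genes. Among the 2005 genes that fell here, their places by p were 39 for DECR1, 190 for GFM2, 102 for DOCK9, 573 for VDAC3 and 48 for ETFB. Under the two-sample test chosen after seeing the values, among the 659 genes that fell, their places by p were 3 for DECR1, 6 for GFM2, 35 for DOCK9, 11 for VDAC3 and 14 for ETFB.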

Other observations

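The tests of array position and of the probes of POLR3G and POLR3GL were chosen only after the result was seen.

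The AGO2 transcript was higher in mimic145 than in cntrl, by 0.28 on the log2 scale (adjusted p = 0.0300 from limma; two-sided exact permutation test p = 0.1, the smallest possible). Over 26 alternatives the value was 0.21 to 0.36 and passed in 13 (adjusted p 0.0203 to 0.197). A few probes of the gene do not explain it: 13 of 19 probes were higher in all 3 pairs and 18 by their mean. In Ago2-silenced cells the mimic gave -0.06 (exact permutation p = 0.2). The mimic arrays were all at the second position of their slides, so position and mimic stay confounded for AGO2.

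F11R was lower after AGO2 silencing alone, by -0.69 (adjusted p = 0.0167 from limma, lower in all 3 pairs). Over 26 alternatives the value was -0.77 to -0.49 and passed in 17 (adjusted p 6.6e-04 to 0.210). A few probes of the gene do not explain it, since 12 of 12 probes were lower in all 3 pairs. The mean log2 signal of F11R was 8.53 in cntrl, 7.84 in sirnaAGO2, 6.94 in mimic145 and 6.93 in sirnaAGO2+mimic145. With the slide as a random block F11R passed (adjusted p = 0.0434 from limma), while a difference shared by the 3 slides of an arm cannot be told apart from silencing.

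POLR3GL was lower (-1.51, adjusted p = 0.00221 from limma, passed in 23 of 26 alternatives) and its paralog POLR3G higher (1.01, adjusted p = 0.0143, passed in 16 of 26) after AGO2 silencing alone, each in all 3 pairs. Signal shared between probes of the paralogs would move both genes the same way, and 7 of 7 POLR3GL probes were lower while 6 of 6 POLR3G probes were higher in all 3 pairs. With the slide as a random block in place of the replicate block, limma's adjusted p was 0.00111 for POLR3GL and 0.177 for POLR3G. A difference shared by the 3 slides of an arm stays open for both genes, and no biological explanation was tested.

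Across genes, the change after silencing and the change with the mimic in control cells had a correlation of 0.366. Both differences share the cntrl arrays, and with no gene changed the simulated correlation was 0.473 to 0.528 over 50 simulations (mean 0.500), so shared control arrays alone give a correlation at least as large as the one observed. The change after silencing and the effect of the mimic in silenced cells, which share the sirnaAGO2 arrays with opposite sign, had a correlation of -0.158. Genes are not independent replicates.

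Array position on the slide was the same for every array with the mimic: 0 of 6 slides had it at the first position. Position is argued against for the targets of miR-145-5p that the paper's introduction cites from earlier work, EGFR, NUDT1, GOLM1, F11R, FSCN1 and ABCC1, since it takes no account of targets. Their mean log2 change with the mimic was -0.97 ± 0.08 (SD, n = 3 pairs) in control cells and -0.62 ± 0.12 in Ago2-silenced cells, and 0 of 10000 random sets of 6 genes had a mean as low in either arm (lowest -0.67 and -0.48). NUDT1, GOLM1, F11R and FSCN1 passed in both arms; EGFR and ABCC1 did not. For the other genes among the 4119 changed in control cells and the 1324 in Ago2-silenced cells, the mimic cannot be told apart from an effect of position. The difference between the effects cancels position where it acts alike on both kinds of slides. Of the 10 splits of the 6 arrays in each of these comparisons, 1 gave as many genes, the real one, and the highest other split gave 0 by limma, so that the splits of 3 arrays against 3 alone cannot exclude chance. At an unadjusted p under 0.05, 6462 and 5256 genes passed, where chance alone gives 913.

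Some arrays with the mimic after silencing resembled arrays of mimic145 more than other arrays of their own group: across genes, the nearest array to sirnaAGO2+mimic145 replicate 2 was mimic145 replicate 2, and to replicate 3 it was mimic145 replicate 3, while replicate 1 was nearest to sirnaAGO2 replicate 1. The same held for some arrays of other groups. The nearest array to cntrl replicate 2 was sirnaAGO2 replicate 2, and to cntrl replicate 3 it was sirnaAGO2 replicate 3. For mimic145 replicate 3 it was sirnaAGO2+mimic145 replicate 3. All remaining arrays were nearest to an array of their own group. The lowest correlation between any pair of arrays was 0.946.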
